# piRNAs Can Trigger a Multigenerational Epigenetic Memory in the Germline of *C. elegans*

**DOI:** 10.1016/j.cell.2012.06.018

**Published:** 2012-07-06

**Authors:** Alyson Ashe, Alexandra Sapetschnig, Eva-Maria Weick, Jacinth Mitchell, Marloes P. Bagijn, Amy C. Cording, Anna-Lisa Doebley, Leonard D. Goldstein, Nicolas J. Lehrbach, Jérémie Le Pen, Greta Pintacuda, Aisa Sakaguchi, Peter Sarkies, Shawn Ahmed, Eric A. Miska

## Abstract

Transgenerational effects have wide-ranging implications for human health, biological adaptation, and evolution; however, their mechanisms and biology remain poorly understood. Here, we demonstrate that a germline nuclear small RNA/chromatin pathway can maintain stable inheritance for many generations when triggered by a piRNA-dependent foreign RNA response in *C. elegans*. Using forward genetic screens and candidate approaches, we find that a core set of nuclear RNAi and chromatin factors is required for multigenerational inheritance of environmental RNAi and piRNA silencing. These include a germline-specific nuclear Argonaute HRDE1/WAGO-9, a HP1 ortholog HPL-2, and two putative histone methyltransferases, SET-25 and SET-32. piRNAs can trigger highly stable long-term silencing lasting at least 20 generations. Once established, this long-term memory becomes independent of the piRNA trigger but remains dependent on the nuclear RNAi/chromatin pathway. Our data present a multigenerational epigenetic inheritance mechanism induced by piRNAs.

## Introduction

Since August Weismann (1834–1914) formulated the distinction between innate and acquired characteristics at the end of the 19th century, the debate relating to the inheritance of acquired traits has raised many controversies in the scientific community (Weismann, 1891; Bateson, 1919; Haig, 2006). August Weismann himself theoretically rejected this type of hereditability, arguing that, even though environmental stimuli could provoke adaptive responses in the somatic lineage, no evidence suggested that these changes could be communicated to the germline (Weismann, 1891). However, a number of epigenetic phenomena involving RNA, histone modification, or DNA methylation in many organisms have renewed interest in this area (Varmuza, 2003; Haig, 2006; Daxinger and Whitelaw, 2012). Paramutation is a prime example. In this phenomenon, a silenced allele can act in *trans* on a homologous sequence to cause stable and heritable silencing. This newly silenced allele can now itself act in a paramutagenic fashion to silence other alleles. Paramutation has been described in multiple species, and it seems likely that small RNAs play a key role in the process, although the full mechanisms involved still remain unclear (Stam and Mittelsten Scheid, 2005; Chandler, 2010; Suter and Martin, 2010).

*C. elegans* has emerged as a key model for the analysis of several related pathways that regulate genes via small RNAs. *C. elegans* is well suited to the analysis of multigenerational effects, due to its short generation time (∼3 days) and the ease with which they can be maintained under tightly controlled experimental conditions. In eukaryotes, 20–30 nucleotide (nt) RNAs bound to Argonaute (AGO) protein cofactors are the effectors of a number of gene regulation pathways (Carmell et al., 2002). The discovery of the process of RNA interference (RNAi) has been a major milestone (Fire et al., 1998). While 21–22 nt small interfering RNAs (siRNAs) are the small RNA effectors of RNAi, RNAi can be induced by injection of long double-stranded RNA (dsRNA) or by providing dsRNA environmentally in the food of *C. elegans* (Timmons et al., 2001). In both instances, dsRNA is processed by the RNase Dicer to give rise to primary siRNAs. RNAi effects are generally systemic (soma and germline) and are observed in the F1 generation, but the latter requires the generation of secondary siRNAs (Grishok et al., 2000; Pak and Fire, 2007; Sijen et al., 2007; Gu et al., 2009). Secondary siRNAs represent the most abundant class of endogenous small RNAs in *C. elegans*, are RNA-dependent RNA polymerase products, have a 5′ triphosphate, and are predominantly 22 nt in length with a 5′ guanosine (22G-RNAs). Secondary siRNA pathways and RNA-dependent RNA polymerases (RdRPs) have not been found in vertebrates or *Drosophila*, but have been found in many other organisms, including nematodes, plants, fungi, and viruses. Secondary siRNA pathways in *C. elegans* are complex, can involve many different AGO proteins, and are only partly understood (Yigit et al., 2006).

Several studies have reported inheritance of environmental RNAi beyond the F1 generation (Fire et al., 1998; Grishok et al., 2000; Vastenhouw et al., 2006; Alcazar et al., 2008; Gu et al., 2012). In one transgenerational paradigm, small RNA inheritance and histone H3K9me3 marks were observed for at least two generations (Gu et al., 2012). In addition, transgenerational inheritance of viral immunity (Rechavi et al., 2011) and longevity (Greer et al., 2011) were recently reported for *C. elegans*. These data suggest that the biological roles of transgenerational inheritance could be diverse but remain largely speculative. In addition, whether this transmission involves transgenerationally transmitted RNAs or modifications of chromatin is still controversial.

Piwi-interacting RNAs (piRNAs) are distinct from siRNAs and have an evolutionarily conserved role in transposon silencing in the germline in many animals, including nematodes (Malone and Hannon, 2009; Bagijn et al., 2012). *C. elegans* encodes two Piwi clade, AGO superfamily proteins, PRG-1 and PRG-2, although PRG-2 has likely little or no function (Batista et al., 2008; Das et al., 2008; Bagijn et al., 2012). *C. elegans* piRNAs are absent in *prg-1* mutant animals, which exhibit fertility defects. PRG-1 and piRNA expression is restricted to the male and female germline (Batista et al., 2008; Das et al., 2008; Bagijn et al., 2012). The piRNAs of *C. elegans* are 21 nucleotides in length with a 5′ uracil (21U-RNAs) (Ruby et al., 2006; Batista et al., 2008; Das et al., 2008; Wang and Reinke, 2008). *C. elegans* piRNAs derive from two broad clusters on chromosome IV (Ruby et al., 2006) and act in *trans* to regulate endogenous targets in the germline (Bagijn et al., 2012).

Here, we report how transgenerational inheritance of environmental RNAi and the piRNA pathway converge on the same germline nuclear RNAi/chromatin pathway. Both nuclear RNAi factors and chromatin regulators are essential for silencing. This pathway can elicit a long-term epigenetic memory for more than 24 generations. Once established, the initial silencing trigger is no longer required.

## Results

### A Reporter-Based System to Investigate Transgenerational Gene Silencing in *C. elegans*

To genetically dissect multigenerational gene silencing in *C. elegans*, we developed a heritable environmental RNAi paradigm. Taking advantage of the recent advance in technologies to generate single-copy intrachromosomal transgenes in *C. elegans* (Frøkjaer-Jensen et al., 2008, 2012), we generated a reporter transgene expressing a histone-GFP fusion protein in the germline of *C. elegans* (Figure 1A and Figure S1 available online). The use of such a defined artificial locus combines the ability to map small RNA populations, which was previously not possible using multicopy transgenes (Vastenhouw et al., 2006), with a high-throughput, quantifiable approach that was not possible using an endogenous locus (Alcazar et al., 2008). Eliciting environmental RNAi by feeding transgenic animals with bacteria expressing dsRNA corresponding to the GFP mRNA results in gene-specific silencing of this GFP transgene (P0, Figures 1A and 1B), as expected (Timmons et al., 2001). Transfer of these animals to a neutral environment results in a high level of silenced animals in the F1 generation, again as expected (Figure 1B) (Fire et al., 1998; Grishok et al., 2000). Furthermore, silencing of the transgene is maintained for at least four additional generations in a subpopulation of animals. We quantified this phenomenon in thousands of animals for each generation using flow cytometry and found that inheritance of transgene silencing was maintained in more than 60% of animals for at least four generations (Figures 1C and S2). We conclude that we have established a reporter-based paradigm for the investigation of transgenerational inheritance, the “*h*eritable *R*NAi *de*fective,” or “Hrde,” sensor.

### Multigenerational Gene Silencing Is Associated with Continued Small RNA Expression

As the mechanisms of transgenerational inheritance are currently not understood, we first asked whether the Hrde sensor silencing that we observed is due to posttranscriptional regulation of mRNA or (co-)transcriptional gene regulation. Using quantitative RT-PCR, we tested whether Hrde sensor silencing in the F2 generation affected either. We were able to robustly detect both primary transcript (pre-mRNA) and Hrde transgene mRNA. However, mRNA levels were significantly repressed (p < 0.05) in silenced animals as compared to nonsilenced animals (Figure 1D). pre-mRNA levels showed a similar trend. These data suggest that posttranscriptional mechanisms of silencing are required in the Hrde paradigm. We postulated that Hrde sensor transcript availability might result in continued small RNA pathway activity in silenced animals. Therefore, we profiled small RNAs using high-throughput sequencing from animals undergoing environmental RNAi (P0), control RNAi (P0), or at the F4 generation after RNAi. 

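Small RNA libraries of L4 animals carrying the Hrde sensor, a single-copy GFP::histone transgene expressed in the germline, were analysed for 3 conditions with 1 library each: control RNAi in the P0 generation, GFP RNAi in the P0 generation, and the F4 generation descended from animals treated with GFP RNAi. The header lines of the deposited lists give F1 for both P0 libraries and F5 for the F4 library, while the paper and the library labels give P0 and F4, which are used here. The small RNAs were tailed with poly-A, treated with tobacco acid pyrophosphatase so that triphosphorylated RNAs could be ligated, and amplified by PCR. The authors removed 3′ As, collapsed inserts of 18 to 30 nt to unique sequences with their number of reads, and matched these without mismatch to the ce6 genome and to the transgene sequence. The deposited lists held 7286815 matched reads for control RNAi, 11590043 for GFP RNAi in P0 and 6099389 for F4. Each read was counted once here, whatever its number of matches, and abundance is given as RPM, the reads for every 1000000 of these matched reads, since the paper's text does not name the denominator of its profiles. Reads were assigned to the sensor, as in the paper, when they matched it at a single place and did not match the genome. The GFP coding sequence, introns included, lay from 3531 to 4397 of the transgene sequence, and the 100 nt on each side were taken as its flanks. Because terminal As were trimmed, 0% of the sensor reads of these libraries ended in A, and 37.8% of the F4 sensor reads stopped before an A of the template, so the length of such reads is a lower limit. With 1 library per condition, no test between conditions could be made. The 95% intervals given with counts (exact Poisson), shares (Clopper-Pearson) and ratios of counts (exact conditional binomial) cover counting error only, because PCR reads without molecular identifiers are not independent molecules.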

Small RNA libraries were prepared using protocols that did not necessitate the presence of a 5′ monophosphate to capture primary and secondary siRNAs. 

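Under GFP RNAi, 22198 sense reads and 20575 antisense reads of the P0 library matched the Hrde sensor, or 1915 RPM of sense reads (95% interval 1890 to 1941) and 1775 RPM of antisense reads (1751 to 1800). In the control RNAi library the sensor had 251 RPM of sense reads (240 to 263) and 132 RPM of antisense reads (124 to 140). The ratio of GFP RNAi to control RNAi was 7.62 on the sense strand (7.27 to 8.00) and 13.5 on the antisense strand (12.6 to 14.4), both beyond counting error. Distinct sequences, relative to all distinct matched sequences of each library, gave ratios of 9.22 on the sense and 8.34 on the antisense strand. The distinct sequences expected at equal depth, an alternative chosen after the data had been seen, gave 13.7 and 12.4. Over the whole sensor, which strand rose more therefore depends on this choice. Sense reads made up 51.9% of the sensor reads in P0 under GFP RNAi. Of the alternatives, counting each sequence once moved this share most, to 45.4%. Nearly all of the reads lay within the GFP coding sequence, which held 99.7% of the sense reads and 98.8% of the antisense reads. Under control RNAi it held 1.04% and 6.88%, so the ratios over the whole sensor do not measure the rise within GFP. There, sense reads came to 2.61 RPM under control RNAi and 1909 under GFP RNAi, and antisense reads to 9.06 and 1754. By reads, the sense strand rose more within GFP, although the control values rest on 19 sense and 66 antisense reads.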

We detected abundant sense and antisense small RNAs during environmental RNAi (P0 generation) (Figure 1E). These small RNAs had a peak length of 21–22 nt and little bias for the 5′-most nucleotide and likely represent Dicer cleavage products (primary siRNAs) (Figure 1F). In contrast, four generations later, only antisense small RNAs remain with the characteristic signature of secondary siRNAs (22 nucleotide length with a 5′ guanosine bias, 22G RNAs). 

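Among the sense reads of the P0 library under GFP RNAi, 15.6% were 22 nt long (95% interval 15.1% to 16.1%) and 14.7% were 21 nt long (14.3% to 15.2%). Among its antisense reads, 13.2% were 22 nt (12.7% to 13.6%) and 13.2% were 23 nt (12.8% to 13.7%), a difference within counting error, while 9.63% were 21 nt. Reads of 24 to 28 nt made up 33.1% of the sense reads and 44.0% of the antisense reads. Antisense reads started with A in 37.2%, U in 33.6%, C in 17.1% and G in 12.1% of cases, beside 28.3% A, 34.5% U, 18.9% C and 18.3% G in the antisense strand of the GFP sequence. Sense reads started with G in 56.9% of cases (56.2% to 57.5%), beside 18.9% G in the sense strand of that sequence. A single 5′ end at position 3591 of the transgene held 26.5% of the sense reads, and without it 41.3% started with G. Counting each sequence once moved this measure most, with 21.7% of the distinct sense sequences starting with G.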

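In the F4 library, 2654 antisense reads and 8 sense reads matched the sensor, and sense reads were 0.301% of the total (95% interval 0.130% to 0.591%). The antisense reads came to 435 RPM (419 to 452). Of these, 54.4% were 22 nt long (52.5% to 56.3%), 20.7% were 21 nt and 12.1% were 23 nt. G was the first nucleotide of 70.5% of the antisense reads (68.7% to 72.2%), A of 15.6%, C of 9.12% and U of 4.75%. Reads of 22 nt starting with G were 42.2% of the antisense reads (40.3% to 44.1%) in F4 and 2.66% (2.45% to 2.89%) in P0 under GFP RNAi, a difference far beyond counting error. With each sequence counted once, 33.3% of the distinct antisense sequences in F4 were 22 nt and 46.6% started with G. When sensor reads that also match the genome were kept, sense reads rose to 7.19% of the F4 sensor reads, but the added reads cannot be assigned to the sensor.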

Given that each generation represents at least a hundred-fold dilution in volume (with more than 200 offspring generated by each hermaphrodite), these secondary siRNAs must be generated de novo in each generation. 

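Antisense reads of 22 nt starting with G numbered 548 in P0 under GFP RNAi and 1120 in F4, or 47.3 RPM (95% interval 43.4 to 51.4) and 184 RPM (173 to 195). The ratio of F4 to P0 was 3.88 (3.50 to 4.31) for these 22G-RNAs, while for all antisense reads on the sensor it was 0.245 (0.235 to 0.255). The alternative that moved the 22G-RNA ratio furthest up was scaling to reads of 21 nt starting with U on chromosome IV, which gave 8.62, and counting the distinct sequences expected at equal depth gave 1.31. From the persistence of 22G-RNAs in F4 and the dilution that each generation brings, the paper concludes that these secondary siRNAs are made anew in each generation.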

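In the control RNAi library, 1806 of the 1831 sense reads on the sensor, or 98.6% (95% interval 98.0% to 99.1%), lay in the 100 nt before the GFP coding sequence, from 3431 to 3530 of the transgene. The most frequent 5′ end on this strand, at position 3487, held 29.9% of the sense reads. Of the 960 antisense reads, 77.9% (75.2% to 80.5%) lay in the same flank, 15.0% (12.8% to 17.4%) in the flank after the GFP coding sequence, from 4398 to 4497, and 6.88% within it. In P0 under GFP RNAi the flanks before and after GFP held 0.496% and 0.632% of the antisense reads, and in F4 they held 11.0% and 9.57%. Counting each sequence once gave 88.6% of the distinct sense sequences of the control RNAi library in the flank before GFP.

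**Figure D1:**
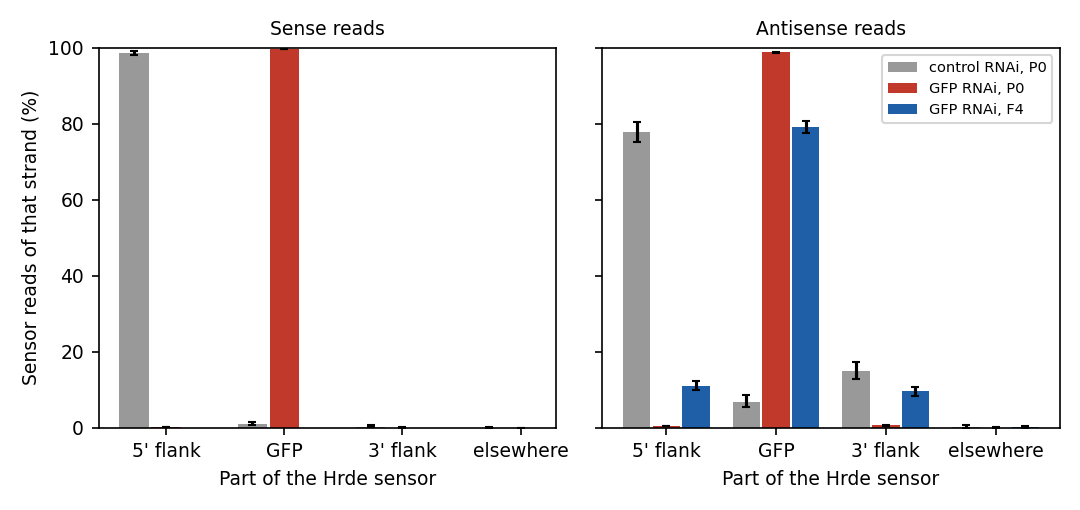
Share of sensor reads (%) in the 100 nt before GFP (5′ flank), the GFP coding sequence, the 100 nt after it (3′ flank) and elsewhere on the Hrde sensor, for sense reads (left) and antisense reads (right), with 1 library per bar and 95% Clopper-Pearson intervals. Control RNAi reads sit in the flanks, P0 reads under GFP RNAi in GFP, and F4 antisense reads in all 3 parts, and the 8 sense reads of F4 are not drawn.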

Animals undergoing control RNAi displayed a peak of small RNAs homologous to cloning sequences flanking the GFP minigene. These are homologous to cloning sequences that are present in the RNAi vectors and have no apparent effect on Hrde sensor activity (Figure 1C).

### Multigenerational Gene Silencing and piRNA Silencing Depend on Common Nuclear Factors

We recently reported that piRNA-mediated silencing in the *C. elegans* germline results in secondary siRNA-dependent silencing of a “piRNA sensor” and endogenous piRNA targets (Bagijn et al., 2012). Thus, piRNA-mediated silencing might converge on a common downstream multigenerational gene silencing pathway. To this end, we carried out forward genetic screens to identify genes required for either phenomenon using the Hrde and piRNA sensors. Using these two distinct sensors (Figure S1), one silenced by a single endogenous piRNA (piRNA sensor) and the other silenced by heritable environmental RNAi (Hrde sensor), we identified, mapped, and cloned new alleles of three known genes in small RNA pathways: *nrde-2*, *nrde-4*, and *hrde-1/wago-9* (Table 1). Next, combining forward genetic screens with a candidate gene approach, we were surprised to identify a total of eight small RNA or chromatin pathway genes to be required (Table 1). For example, the Hrde sensor was desilenced in *nrde-2*, *hrde-1/wago-9*, and *set-25* mutants (Figure 2A and Table 1). The products of all of these genes are either known to be, or are predicted to be, nuclear. NRDE-2 is a conserved protein involved in nuclear RNAi that is expressed in the nucleus (Guang et al., 2010); SET-25 is a putative histone H3 lysine-9 methyltransferase with a C-terminal SET domain. To our knowledge, this is the first time that a histone-modifying enzyme has been identified as required for multigenerational inheritance. HRDE-1/WAGO-9 is an Argonaute protein. Using immunostaining, we show that it is expressed in the germline (Figure 2B), where it localizes to the nucleus (Figures 2C and 2D). NRDE-2 was recently shown to be important in a similar inheritance paradigm (Gu et al., 2012). However, some genes that were previously reported to be involved in transgenerational effects appeared not to be required for our transgenerational inheritance paradigm, including *hda-4*, *mrg-1* (Vastenhouw et al., 2006) or *spr-5*, *lsd-1*, and *amx-1* (Katz et al., 2009) (Table 1). For the piRNA sensor, aside from proteins that were defined in Hrde screens such as NRDE-2, HRDE-1/WAGO-9, and SET-25, we also identified additional nuclear small RNA components and chromatin factors, including NRDE-1, NRDE-4, SET-32, and one of the *C. elegans* heterochromatin protein 1 (HP1) orthologs, HPL-2 (Table 1 and Figure S3). We conclude that there exists a common and specific nuclear RNAi/chromatin pathway in the germline that is required for environmentally induced heritable RNAi- and piRNA-induced silencing.

### The Nuclear RNAi/Chromatin Silencing Pathway Acts Downstream of Small RNA Expression in Gene Silencing

To establish a hierarchy in the silencing pathways described here, we asked whether nuclear RNAi/chromatin components are upstream or downstream of secondary siRNA expression and/or stability. First, we analyzed small RNA expression in the Hrde sensor paradigm in wild-type and a *nrde-2* mutant background. 

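Small RNAs of adults carrying the Hrde sensor were analysed for a wild-type and a nrde-2 mutant background, with 1 library of each. Both came from descendants of animals fed GFP dsRNA. The paper's figure legend gives the generation as F2, while the labels of the deposited libraries give F1, and the paper's is used here. The header lines of the deposited lists give F2 too. They do not decide the matter, since such lines give F1 for the P0 libraries and F5 for the F4 library. NRDE-2 is a nuclear RNAi factor. These libraries were made with RNA 5′ polyphosphatase and adapter ligation, without poly-A tailing, and 16.9% of the sensor reads ended in A in wild-type and 16.5% in nrde-2. The authors' lists held 1721472 matched reads for wild-type and 5599816 for nrde-2, so that 1 read was worth more in the wild-type library and its values are less precise. Sensor reads were selected and scaled as for the P0 and F4 libraries. In this section sensor reads were compared only between these libraries, since stage and library protocol differ from those of the other experiments. The flank, 5′ end and intron values among the additional observations do set them beside the P0 and F4 libraries, across that difference.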

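The wild-type F2 library had 790 antisense reads and 1 sense read on the Hrde sensor, and the nrde-2 library 4957 antisense reads and 0 sense reads. Antisense reads of 22 nt starting with G numbered 354 in wild-type, or 206 RPM (95% interval 185 to 228), and 2521 in nrde-2, or 450 RPM (433 to 468). They were 44.8% of the antisense sensor reads in wild-type (41.3% to 48.4%) and 50.9% in nrde-2 (49.5% to 52.3%). Reads of 22 nt, whatever their first nucleotide, were 60.3% of the antisense reads in wild-type and 64.4% in nrde-2, and G was the first nucleotide of 69.0% and 73.9%. Widening the class to reads of 21 to 23 nt starting with G raised the share to 65.2% in wild-type and 71.0% in nrde-2. Counting distinct sequences, which depends on depth, lowered it to 26.5% and 19.6%, so that the share was then higher in wild-type.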

In both cases, we find abundant 22G secondary siRNAs that map to the Hrde sensor (Figure 3A). Thus, NRDE-2 is not required for secondary siRNA generation. 

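Relative to matched reads, 22G-RNAs on the Hrde sensor were 2.19 times as frequent in the nrde-2 library as in the wild-type library (95% interval 1.96 to 2.45). With all antisense reads of 18 to 30 nt the ratio was 1.93. Distinct 22G-RNA sequences, relative to all distinct matched sequences of each library, reversed it to 0.727. This measure depends on depth, and with the distinct sequences expected at equal depth the ratio was 1.17. The ratio compares these libraries and not the genotypes, because there was no replicate. Windows of 1000 bases and 1 strand were compared where either library had at least 10 RPM of 22G-RNAs. Across these 5337 windows, the median log2 ratio of RPM plus 1 was -0.00 (-0.03 to 0.04). This interval treats windows as independent and does not cover the spread between libraries. In nrde-2, 451 windows were at least 4-fold higher and 425 at least 4-fold lower. The wild-type library stood at least 4-fold above all 6 other libraries analysed here in 160 windows. From the 22G-RNAs found on the sensor without NRDE-2, the paper concludes that NRDE-2 is not required to generate secondary siRNAs.

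**Figure D2:**
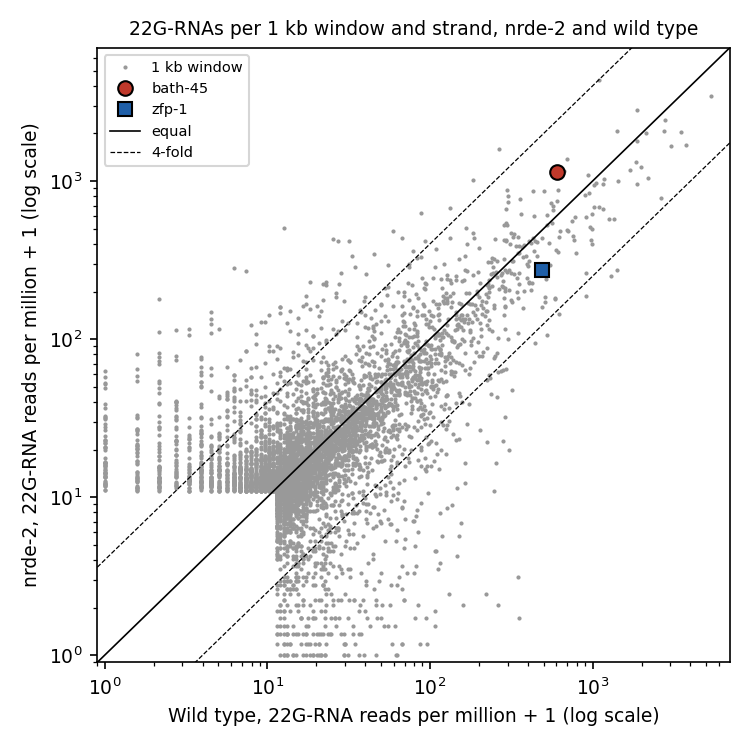
Reads of 22 nt starting with G, as RPM plus 1, on logarithmic axes, in 5337 windows of 1000 bases and 1 strand, in wild-type (x) and nrde-2 (y), with 1 library each. Points are windows, the solid line is equality and the dashed lines mark a 4-fold difference, and the marked loci bath-45 and zfp-1 lie within the dashed lines.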

Next, we tested a chromatin factor using the piRNA sensor. The HP-1 ortholog HPL-2, but not HPL-1, is required for silencing of the piRNA sensor (Table 1 and Figure 3B). Therefore, we asked whether secondary siRNAs are expressed and stable in *hpl-2* mutant animals. Using northern blotting, we show that the piRNA 21UR-1 and a piRNA-sensor-specific 22G RNA (siR22G-1) are dependent on the Piwi protein PRG-1 (Figure 3C). However, both RNAs are present in *hpl-2* and *hpl-2*; *hpl-1* mutant backgrounds, although possibly at reduced levels for siR22G-1. These observations are in agreement with similar observations made for siRNAs in *S. pombe* lacking Swi6/HP1 (Bühler et al., 2006). In addition, we analyzed endogenous targets of the piRNA pathway that we recently identified (Bagijn et al., 2012). We generated small RNA libraries from wild-type and *prg-1* or *hpl-2* mutant animals. 

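Small RNA libraries of young adults were analysed for wild-type N2 and for hpl-2 mutants, with 1 library of each. The prg-1 library and a further wild-type library were not analysed here. HPL-2 is an ortholog of heterochromatin protein 1. The libraries were made by poly-A tailing, as for the P0 and F4 animals, and matched to the ce6 genome without mismatch. The authors' lists held 10573633 matched reads for wild-type and 4726037 for hpl-2. For each locus, reads of 22 nt starting with G on the strand opposite to the gene were counted in the interval that the paper's figure shows, each sequence once per interval with its number of reads. Reads of that kind were 10.9% of all matched reads in wild-type and 12.3% in hpl-2, and reads of 21 nt starting with U that match chromosome IV, where most piRNA genes lie, were 6.79% and 4.68%, so that scaling to one class or to all reads gives different ratios.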

22G secondary siRNAs at endogenous piRNA targets *bath-45* and *zfp-1* are dependent on PRG-1, but not HPL-2 (Figures 3D and 3E). 

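At bath-45, in the interval of 1753 nt on chromosome II (ce6) that Figure 3D shows, 3143 antisense 22G-RNA reads were found in wild-type and 1978 in hpl-2. This was 297 RPM in wild-type (95% interval 287 to 308) and 419 in hpl-2 (400 to 437), a ratio of hpl-2 to wild-type of 1.41 (1.33 to 1.49). At zfp-1, in the interval of 1462 nt on chromosome III that Figure 3E shows, 3991 antisense 22G-RNA reads in wild-type and 1333 in hpl-2 gave 377 RPM (366 to 389) and 282 (267 to 298), a ratio of 0.747 (0.702 to 0.795). Scaling to reads of 21 nt starting with U on chromosome IV moved the ratio at bath-45 most, to 2.04, and gave 1.08 at zfp-1. Using distinct sequences, relative to all distinct matched sequences of each library, moved the ratio at zfp-1 most, to 1.22. Both changed the direction at zfp-1. At equal depth the expected distinct sequences gave 1.06 at bath-45 and 0.981 at zfp-1. Nearly all of the 22G-RNA reads at these loci had a single match in the genome. Whether the differences exceed the variation between cultures could not be examined with 1 library each.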

Again, we observed some reduction in RNA levels, consistent with a positive interaction between nuclear RNAi and chromatin regulation. 

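To place bath-45 and zfp-1 among other sources of 22G-RNAs, reads with a single genome match were counted in fixed windows of 1000 bases and 1 strand of ce6, since no annotation of that build was used here. Of these, 1827 windows had at least 10 RPM of 22G-RNAs in hpl-2 or wild-type. Their median log2 ratio of RPM plus 1 was 0.51 (95% interval 0.41 to 0.60). Here too, the interval treats windows as independent and does not cover the spread between libraries. The ratios of bath-45 and zfp-1, at log2 0.49 and -0.42, fell at percentiles 49.5 and 29.3 of the windows. In 396 windows 22G-RNAs were at least 4-fold higher in hpl-2, and in 108 at least 4-fold lower. Among the alternatives, those that moved the median furthest were chosen after the data had been seen: scaling the same windows to reads of 21 nt starting with U on chromosome IV raised it to 1.02, and keeping reads with several genome matches lowered it to 0.042. From the 22G-RNAs that remain at the Hrde sensor without NRDE-2 and at these loci without HPL-2, with the Northern blot of the piRNA sensor, the paper concludes that this nuclear pathway is not essential for the expression or stability of secondary siRNAs.

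**Figure D3:**
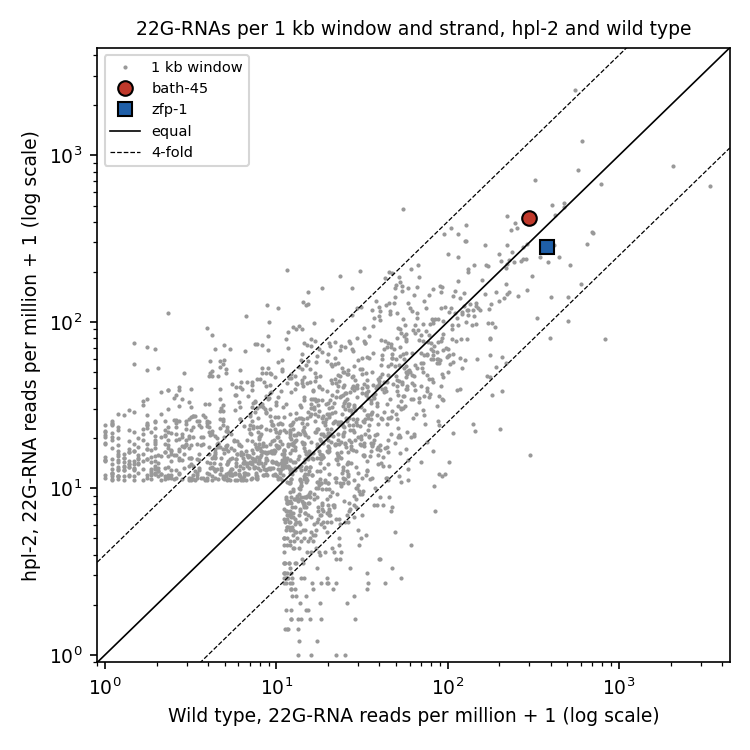
Reads of 22 nt starting with G, as RPM plus 1, on logarithmic axes, in 1827 windows of 1000 bases and 1 strand, in wild-type (x) and hpl-2 (y), with 1 library each. Points are windows, the solid line is equality and the dashed lines mark a 4-fold difference, and bath-45 and zfp-1 lie within the dashed lines.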

We conclude that the nuclear RNAi/chromatin pathway described here is not essential for secondary siRNA expression or stability.

### Multigenerational Gene Silencing and piRNA Silencing Does Not Spread into the Soma

As the nuclear RNAi/chromatin pathway that we describe here utilizes small RNAs, it might act in *trans* on transcripts that share significant sequence similarity. Indeed, using the piRNA sensor, we were able to test this directly. The piRNA sensor is under the transcriptional control of a germline-specific promoter (*mex-*5). Silencing of the piRNA sensor is established through an endogenous piRNA (21-UR-1) with perfect complementarity to a corresponding sequence in the piRNA sensor (Bagijn et al., 2012). A cross of the piRNA sensor strain to a different transgenic strain with a ubiquitously expressed GFP transgene that is not regulated by piRNAs (Figure 4A) results in dominant silencing of both transgenes in the germline of heterozygous F1 animals (Figure 4B), likely via a process termed transitive RNAi (Alder et al., 2003). Thus, the nuclear RNAi/chromatin pathway can silence in *trans*. We postulate that this effect is mediated via secondary siRNAs. As exogenous and endogenous RNAi are systemic in *C. elegans* (Fire et al., 1998; Winston et al., 2002), we therefore wondered whether the germline nuclear RNAi/chromatin silencing pathway that we describe here could transcend the germline/soma boundary. We do not find this to be the case, as GFP expression in the *trans*-heterozygous animals (*dpy-30::his-58::gfp::tbb-2/*piRNA sensor) described above remains unaffected in the soma (Figure 4B). We made the same observation using the Hrde-1 sensor and another somatic transgene in an analogous experiment (data not shown). We conclude that, though the nuclear RNAi/chromatin pathway that we describe here can be vertically transmitted, it does not trigger systemic RNAi. This is consistent with recent work demonstrating that secondary siRNAs are not systemically transmitted in the soma of *C. elegans* (Jose et al., 2011). We note that results based on multicopy transgenes that possibly involve dsRNA intermediates could be different from those reported here (Jose et al., 2011).

### piRNAs Can Trigger Long-Term Multigenerational Gene Silencing

Our data demonstrate that environmentally induced multigenerational gene silencing and piRNA silencing converge on a common germline silencing pathway. Can a piRNA therefore trigger multigenerational gene silencing? To address this question, we carried out genetic crosses in which we removed PRG-1 and thereby piRNA function from the piRNA sensor strain (Das et al., 2008; Bagijn et al., 2012). In these circumstances, the piRNA trigger is removed but silencing might be maintained. In a cross of animals homozygous for the piRNA sensor (GFP silenced) with an animal homozygous for the piRNA sensor but in a *prg-1* mutant background (GFP expressed), we generated F1 animals homozygous for the piRNA sensor but heterozygous for the recessive mutation in *prg-1* (Figure S4). Such animals are GFP silenced for several generations, as expected. These heterozygous animals segregate progeny that are homozygous, heterozygous, or wild-type with respect to *prg-1*. We observed piRNA sensor reactivation in *prg-1* homozygous mutants or their immediate offspring. Because all piRNAs are eliminated in *prg-1* mutants (Batista et al., 2008; Das et al., 2008), these data suggested that a piRNA trigger may be required to maintain multigenerational silencing memory.

Next, we recreated a piRNA sensor strain that was mutant for *prg-1* by outcrossing the piRNA sensor and then performing several crosses using mutations that cause visible phenotypes to mark the positions of *prg-1* or the piRNA sensor transgene (see Experimental Procedures). Unexpectedly, 11 *prg-1*; piRNA sensor strains failed to reactivate the piRNA sensor (n = 8 or 3 independent strains created per trial for 2 trials) (Figures 5A and 5B). GFP expression of these *prg-1;* piRNA sensor strains failed to materialize even though many successive generations were scored, which were last analyzed at F16, F17 (three strains), F20, and F24 (six strains) generations. We also observed that silencing can become PRG-1 independent using a second piRNA sensor construct integrated on a different chromosome (the piRNA mCherry sensor; Figure S5). We conclude that germline silencing can persist for many generations even in the absence of a piRNA trigger. It is of interest to note that all crosses that led to trigger-independent maintenance of silencing involved the piRNA sensor transgene being heterozygous for 3–5 generations due to outcrossing.

In contrast to multigenerational silencing of piRNA sensor transgenes in the absence of *prg-1*, mutation of *nrde-1* (*yp4* or *yp5*) or mutation of *nrde-2* (*gg95*) triggered reactivation of outcrossed piRNA sensors (n = 3, 2, and 3, respectively, independently isolated F3 or F4 strains scored) (Figure 5C). All *nrde-2* mutant lines expressed bright GFP from F3 onward. Of five piRNA sensor; *nrde-1* lines, three lines expressed weak GFP signal in all germ cells in the F3 generation, whereas germ cells of all animals scored in piRNA sensor; *nrde-1* lines were uniformly positive for a weak GFP signal by the F4 generation. We conclude that nuclear small RNA factors are required to maintain the silenced state over many generations, whereas the piRNA trigger that initiates silencing becomes dispensable if the silent locus is outcrossed multiple times.

A Tudor domain protein RSD-6 and a novel protein RSD-2 have previously been shown to be required for RNAi responses to environmental dsRNA triggers that target genes expressed in the germline and are proficient for RNAi to some somatic targets, possibly due to dose-dependent RNAi defects (Tijsterman et al., 2004; Merritt et al., 2008; Zhang et al., 2012). The strong germline RNAi defects of *rsd-6* or *rsd-2* suggested that they could function to promote systemic spreading of RNAi from soma to germline (Tijsterman et al., 2004). To determine where *rsd-6* functions to promote germline RNAi, single-copy *rsd-6* transgenes driven by the germline-specific *pgl-3* promoter or by the ubiquitous promoter *dpy-30* were created (Frøkjaer-Jensen et al., 2008; Han et al., 2008). Both transgenes rescued an *rsd-6* mutant for the response to dsRNAs targeting the germline-expressed genes *pop-1* or *par-6* (Figure S6), indicating that RSD-6 functions in a cell-autonomous manner within the germline. We created *rsd-6*; piRNA sensor and piRNA sensor; *rsd-2* strains using outcrossed sensor transgenes and observed that these strains were GFP negative when initially created and for many generations thereafter (Figure 5C). These results suggest that piRNA sensor silencing may not depend on systemic RNAi effects (possibly mediated by expression of dsRNA in somatic cells). They also suggest that the response to dsRNA generated in germ cells is unlikely to promote sensor silencing (Tabara et al., 1999; 2002).

## Discussion

Here, we show that piRNA and environmental RNAi pathways converge on a common germline nuclear RNAi/chromatin pathway. This pathway can induce stable, multigenerational inheritance. Previous work found evidence for inheritance of small RNAs, chromatin, or both in related transgenerational inheritance paradigms (Burton et al., 2011; Rechavi et al., 2011; Gu et al., 2012). However, here we demonstrate that both small RNA and chromatin factors are essential for multigenerational inheritance and do not act redundantly (Table 1 and Figures 2, 3, S3). We also show that small RNA biogenesis occurs upstream of nuclear RNAi and chromatin factors (Figures 3). Recent work has proposed that somatic nuclear RNAi acts at the level of transcriptional elongation (Guang et al., 2010). These observations opened the possibility that chromatin changes observed in transgenerational inheritance paradigms (Gu et al., 2012) might simply be correlative without being functional in silencing. However, our data show that chromatin factors, such as HPL-2 and SET-25/32, are required (Table 1 and Figures 3 and S3). SET-25/32 are putative histone H3K9me3 methyltransferases. This histone modification, a hallmark of silenced chromatin, has been correlated with small RNA-mediated transgene silencing (Shirayama et al., 2012 [this issue of *Cell*]; Gu et al., 2012) and is enriched on the Hrde sensor reported here (data not shown). In addition, multigenerational silencing of transgenes is promoted by HPL-2 and SET domain proteins (Shirayama et al., 2012). Though this related study did not examine the requirement for SET-25 or SET-32, it did find that MES-4, a histone H3K36 methyltransferase that participates in silencing of the X chromosome (Bender et al., 2006; Rechtsteiner et al., 2010), is also required for multigenerational inheritance. These observations suggest that the chromatin states involved in multigenerational silencing might be complex and could include a hierarchy, which merits further investigation. We have summarized a model of our current understanding of this pathway in Figure 6.

### Multicopy versus Single-Copy Transgenes

Multicopy transgenes, intra- or extrachromosomal, are generally efficiently silenced in the germline of *C. elegans* (Kelly et al., 1997). This has been interpreted as an example of the RNAi machinery distinguishing self from nonself (Vastenhouw and Plasterk, 2004). In this model, repetitive DNA such as endogenous transposable elements or multicopy transgenes would give rise to dsRNA that is processed by Dicer to generate siRNA triggers to induce silencing. As the pathways silencing multicopy transgenes and transposable elements share common factors, this phenomenon is of biological interest. However, it has also been a major technical roadblock for researchers studying germ cell biology who rely on reproducible transgene expression in the germline. The advent of MosSCI technology to produce single-copy transgenes has the promise to overcome this problem (Frøkjaer-Jensen et al., 2008, 2012). Interestingly, we and others observed that, in some cases, individual transgenes remain silenced even when present as single, intrachromosomal entities (N.J.L. and E.A.M., unpublished data) (Frøkjaer-Jensen et al., 2008). Indeed, an accompanying paper reports a collection of MosSCI transgenes that remain silenced (Shirayama et al., 2012). Generating MosSCI transgenes in animals in which germline nuclear RNAi pathways are impaired, such as *mut-7*, or “curing” silenced transgenes by outcrossing first to germline RNAi mutants strains and then back to wild-type often results in loss of transgene silencing (N.J.L., A.S., and E.A.M., unpublished data). These results suggest that the original RNAi model of multicopy transgene silencing needs to be revised. Indeed, there appears to be no requirement for dsRNA intermediates in the silencing phenomena reported here either, as factors required for dsRNA-induced RNAi in the germline such as RSD-2 and RSD-6 (Figure 5 and Table 1) or RDE-1 and RDE-4 (Shirayama et al., 2012) are dispensable for single-copy transgene silencing.

### Self versus Nonself

How does *C. elegans* detect single-copy transgenes and target them for silencing in the germline, or how does the animal distinguish self from nonself? The answer might lie in a combination of three factors: scanning germline gene expression by the piRNA pathway (nonself RNA recognition), licensing of germline transcripts (self RNA recognition), and unpaired genomic DNA in meiosis. Based on this and related work, we propose that the piRNA pathway can detect transgenes as sources of foreign RNA (nonself) and initiates targeted silencing of these transgenes (Bagijn et al., 2012; Lee et al., 2012 [this issue of *Cell*]). The piRNA pathway is perfectly suited for this task, as it provides a diverse and large set (∼15,000) of small RNA triggers that are mismatch tolerant but do not depend on dsRNA generation (Ruby et al., 2006; Batista et al., 2008; Das et al., 2008; Wang and Reinke, 2008; Bagijn et al., 2012). Furthermore, endogenous germline transcripts are generally depleted in piRNA target sites (Bagijn et al., 2012). In addition, germline licensing pathways might act in the opposite manner to protect bona fide germline transcripts. A recent study reported such a phenomenon in mutants of the *fem-1* locus in *C. elegans* (Johnson and Spence, 2011). In this case, maternal transcripts were required to overcome silencing of an endogenous locus in a mutant background. Furthermore, the germline Argonaute CSR-1 associates with secondary siRNAs that map to many germline-expressed genes without inducing silencing (Claycomb et al., 2009). Interestingly, CSR-1-bound 22G RNAs appear to match abundantly to single-copy transgenes that evade silencing (Shirayama et al., 2012). Taken together, a balance of nonself recognition by the PRG-1/piRNA pathway and self recognition by licensing factors such as the CSR-1 pathway might determine the outcome of gene expression in the germline. This model helps to explain the apparent discrepancy between the facultative multigenerational inheritance that we observe here in our piRNA sensor and the obligatory multigenerational inheritance observed for a related piRNA sensor in a parallel study (Lee et al., 2012; Shirayama et al., 2012). Differences in the composition of the sensors, e.g., the inclusion of the coding region of the *his-58* gene in our sensor, might tip the PRG-1/CSR-1 pathway balance. However, this model fails to explain the ability of our piRNA sensor to be silenced or active depending on its multigenerational ancestry. In our crosses, the piRNA sensor became stably silenced when present in a heterozygous state for several generations (Figures 5 and S5). We propose that unpaired chromatin that has been subjected to silencing by a piRNA trigger can be subjected to an additional layer of silencing during meiosis that then makes the original piRNA trigger dispensable (Figure 6). Unpaired DNA silencing responses have been observed in *C. elegans* in the case of the unpaired X chromosome (Kelly et al., 2002; Bean et al., 2004) and for a mutant *fem-1* locus (Johnson and Spence, 2011) and has also been found in other organisms (Hynes and Todd, 2003; Lee, 2005; Matzke and Birchler, 2005). Establishment of heritable silent chromosome domains that can be robustly maintained in the absence of the original piRNA trigger could be relevant to populations in which sources of piRNAs are polymorphic and may evolve rapidly in response to novel transposons or retroviruses.

### Related Phenomena in Other Phyla

The core molecular pathway described here is reminiscent of related (co-) transcriptional pathways both in yeasts and plants (Moazed, 2009). Many yeasts and all plants and nematodes share key factors, such as the RNA-dependent RNA polymerases involved in secondary siRNA generation. Though transgenerational phenomena have been reported in many animals, including humans (Hitchins et al., 2007), this class of polymerases and secondary siRNAs appears to be absent in *Drosophila* and vertebrates. However, it is interesting to note that *Drosophila* and vertebrates have a more complex piRNA system that includes an amplification loop termed “ping-pong,” which could function in a manner analogous to secondary siRNA pathways (Brennecke et al., 2007; Gunawardane et al., 2007). Despite differences in details of piRNA and secondary siRNA systems, common downstream silencing mechanisms may exist.

### One, Few, or Many Generations?

Transgenerational phenomena have been observed over one or multiple generations (Grishok et al., 2000; Vastenhouw et al., 2006; Alcazar et al., 2008; Burton et al., 2011; Rechavi et al., 2011; Gu et al., 2012). In some cases, inheritance is stochastic; in others, Mendelian. Here, we report that piRNAs can trigger silencing that lasts for more than 20 generations (Figures 5A, 5B, and S5). Although maintenance of this memory is observed in 100% of offspring, establishment of strong piRNA-independent memory is not obligatory (Figure S5) and only occurs if a silent locus is heterozygous for several generations. This is reminiscent of ubiquitous yet stochastic inactivation of repetitive germline transgenes in many organisms, including *C. elegans*. Our study of transgenes targeted by an endogenous piRNA may recapitulate the fate of transposons that are transmitted in rare horizontal transfer events, in which a single transposon insertion could be subjected to dual layers of silencing, as the locus would likely remain heterozygous for a number of generations before potentially becoming fixed. It will be of great interest to identify the factor(s) that determines these distinct states of silencing.

## Experimental Procedures

### Genetics

*C. elegans* were grown under standard conditions at 20°C unless otherwise indicated. The food source used was *E. coli* strain HB101 (*Caenorhabditis* Genetics Center, University of Minnesota, Twin Cities, MN, USA). Bleaching followed by starvation-induced L1 arrest was used to generate synchronized cultures. The wild-type strain was var. Bristol N2 (Brenner, 1974). All strains used are listed in Table S1. For details about genetic crosses, see Supplemental Information.

### Transgenics

To generate transgenic animals, germline transformation was performed as described (Mello and Fire, 1995). Injection mixes contained 2–20 ng/μl of MosSCI plasmid and 5–10 ng/μl of marker plasmid DNA (see Supplemental Information for details). Single-copy transgenes were generated by transposase-mediated integration (MosSCI), as described (Frøkjaer-Jensen et al., 2008, 2012).

### COPAS Biosort Analysis

A COPAS Biosort instrument (Union Biometrica, Holliston, MA, USA) was used to simultaneously measure length (time of flight), absorbance (extinction), and fluorescence. Data handling and analysis were performed using FlowJo (Tree Star, Inc.) and R.

Extended Experimental Procedures **Genetic Crosses**

**Testing nrde- or prg-1-Mediated Suppression of mjIs144**

Marker double mutants *rol-6; dpy-17* or *unc-13; rol-6* were first created to make *prg-1; mjIs144* or *mjIs144*, *nrde-2 or mjIs144*; *nrde-1* strains. To facilitate making strains with *mjIs144*, the *unc-119(ed3)* mutation was first removed from SX1316 by crossing r*ol-6 e187* / + males with single SX1316 hermaphrodites, selecting for F1 with Rol F2, singling many non-Rol siblings, selecting for F2 with Rol F3 but no Unc F3, and then selecting against *rol-6* to obtain *mjIs144* homozygotes. *unc-13; mjIs144* and *mjIs144; dpy-17* strains were then created by crossing *rol-6; dpy-17* or *unc-13; rol-6* with N2 wild-type males, crossing F1 *rol-6; dpy-17 / +; +* or *unc-13; rol-6 / +; +* males with single *mjIs144* hermaphrodites, selecting for F1 that segregated both marker mutations, and then selecting for F2 that lacked *rol-6* and then *unc-13* or *dpy-17* F3. Heterozygous *prg-1 / unc-13* males stock were maintained by backcrossing heterozygous males with *unc-13* homozygotes. Heterozygous *nrde-1 / dpy-17* males stock were maintained by backcrossing heterozygous males with *dpy-17* homozygotes. *prg-1; rol-6* strains were crossed with *prg-1 / unc-13* males, and F1 males were crossed with *unc-13; mjIs144* hermaphrodites, and F1 with both marker mutations were transferred for several generations to obtain strains that lacked Unc or Rol mutations, which were *prg-1; mjIs144* strains. *rol-6; nrde-1* animals were crossed with *nrde-1 / dpy-17* males, F1 males were crossed with *mjIs144; dpy-17* hermaphrodites, and F1 with both marker mutations were transferred for several generations to obtain strains that lacked Rol or Dpy mutations, which were *mjIs144; nrde-1*. *nrde-2* is tightly linked to the piRNA sensor (*mjIs144*) on chromosome II, so *dpy-10*, piRNA sensor, *unc-4* strains were first created, and then F2 Dpy-non-Unc recombinants from *dpy-10*, *mjIs144*, *unc-4* / *+*, *+*, *nrde-2* F1 were singled, allowed to self, and genotyped for the presence of the piRNA sensor. Three of 6 F2 Dpy-non-Unc recombinants possessed the piRNA sensor, and F4 progeny of F3 homozygotes for piRNA sensor, *nrde-2* displayed uniformly GFP. To construct piRNA sensor; *rsd-2* strains, *rsd-2; rol-6* and *unc-24; mjIs144* strains were created using a *rol-6; unc-24* strain. *rol-6; rsd-2* hermaphrodites were then crossed with *rsd-2* males. Male offspring were crossed with *unc-24; mjIs144* hermaphrodites. F1 from this cross were singled. F2 with an unaffected phenotype but with both *rol-6* and *unc-24* siblings were singled. F2 that segregated neither *unc-24*, nor *rol-6* offspring were selected, producing strains homozygous for both *rsd-2* the piRNA sensor. To construct *rsd-6;* piRNA sensor strains, *rsd-6; rol-6* and *dpy-5 unc −55; mjIs144* strains were created using a *dpy-5 unc-55; rol-6* strain. *rsd-6; dpy-10 unc-4* hermaphrodites were then crossed with *rsd-6* males. Male offspring were selected and crossed with *dpy-5 unc-55; mjIs144* hermaphrodites. F1 were singled and those which produced *dpy-5 unc-55* and *dpy-10 unc-4* F2 were selected. Unaffected F2 were singled from these plates. Finally, F2 which segregated neither *dpy-5 unc-55* nor *dpy-10 unc-4* were selected. Independent strains that were homozygous for both *rsd-6* and the piRNA sensor were tested for GFP fluorescence.

**Genotyping**

**SNP Mapping**

SNP mapping of mutations was performed as described previously (Bruinsma et al., 2008). Primer sequences are available on request.

**Other Genotyping**

In order to verify that the *prg-1*; *mjIs144* strains had both the *prg-1 n4357* allele and the *mjIs144* transgene, DNA was extracted from a recently starved plate of each *prg-1*; *mjIs144* strain. PCR was performed using Bam-GFP-FW and Bam-GFP 2 Stop-RV primers to confirm the presence of the transgene. DNA from wild-type worms and *mjIs144* worms were used as controls. The PCR products revealed an approximately 800 bp band indicating the presence of the GFP DNA sequence in the *mjIs114* control as well as all in eight *prg-1*; *mjIs144* strains, but not in the wild-type control. PCR using *n4357* FW and *n4357* RV primers was used to verify the presence of the *prg-1 n4357* allele. DNA from wild-type worms and *prg-1 n4357* worms were used as controls. The PCR products revealed a long band non mutant band for wild-type but only a shorter band for the *n4357* deletion control as well as for all eight *prg-1*; *mjIs144* strains, confirming that the *prg-1*; *mjIs144 n4357* strains were homozygous for *n4357*.

**Transgenics**

**rsd-6 Rescue Transgenes**

Rescue constructs were prepared using MultiSite Gateway Three-Fragment Vector Construction Kit (Invitrogen). A PCR product corresponding to the coding region of *rsd-6* was amplified from the fosmid WRM064bA10 (Source Bioscience) and subcloned into pDONR 221. Ubiquitously expressed *dpy-30* promoter and the 3′UTR of *rsd-6* were amplified from N2 wild-type genomic DNA and subcloned into pDONR P4-P1R and pDONR P2R-P3 vectors, respectively. Germline-specific *pgl-3* promoter is a gift from Kyle Wang. Fragments for promoter, gene and 3′UTR were combined into pCFJ150 vector (Frøkjaer-Jensen et al., 2008) including *Caenorhabditis briggsae unc-119*(+) gene. All pDONR subclones were sequenced to confirm lack of mutations, and att recombination sites were sequenced in the final *promoter:gene:3*′*UTR* constructs prior to microinjection. Primers were following; attB1-RSD6FW, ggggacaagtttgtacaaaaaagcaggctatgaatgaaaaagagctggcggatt; attB2-RSD6RV, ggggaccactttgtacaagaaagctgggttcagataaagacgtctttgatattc; attB4-dpy30p-FW, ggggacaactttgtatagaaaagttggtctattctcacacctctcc; attB1-dpy30p-RV, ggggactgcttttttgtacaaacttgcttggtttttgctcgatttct; attB2-rsd6-3U-FW, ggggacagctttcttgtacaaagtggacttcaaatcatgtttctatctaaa; attB3-rsd6-3U-RV, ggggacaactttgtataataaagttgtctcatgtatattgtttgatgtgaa.

Transgenes were injected into *rsd-6(pk3300) I*, *ttTi5605 II (Mos1); unc-119(ed3)III* and the integrants were obtained using the ‘Mos1 excision-induced transgene-instructed gene conversion’ method (Frøkjaer-Jensen et al., 2008). Single copy inserts at the *ttTi5605* locus were fully sequenced to confirm a lack of deletions or other mutations prior to use of transgenes for complementation tests. RNAi feeding for *rsd-6* mutants with or without transgenes was performed by placing L4 larvae on P1 RNAi plates, transferring to P2 RNAi plates at 24 hr, removing adults from P2 plates at 48 hr, and scoring plates for unhatched embryos 20 hr after adults were removed.

**Microscopy**

Differential interference contrast (DIC) and fluorescence imaging was performed using standard methods using an AxioImager A1 upright microscope (Zeiss, Jena, Germany). Images were captured using an ORCA-ER digital camera (Hamamatsu, Hamamatsu, Japan) and processed using OpenLabs 4.0 software (Improvision, Coventry, UK). For Figure 5 GFP expression was monitored by mounting adult worms on agar pads and monitoring 10 to 20 worms per strain using a Nikon E800 epifluorescence microscope and a 40X Plan Fluor objective.

**qRT-PCR**

RNAi inheritance assay was performed as described above. Silenced animals were sorted using the biosorter and used to generate the F2 generation. Silenced F2 worms were sorted and collected into Trizol ®. Control worms were grown alongside under identical conditions. RNA extraction was performed using standard protocols. cDNA was synthesized from 5 μg total RNA using Superscript III reverse transcriptase (Invitrogen) with random hexamers. qRT-PCR was performed using a ABI7300 Real Time PCR system (Applied Biosystems). Primers sequences are as follows: nascent transcript F: TCTGTCAGTGGAGAGGGTGA; nascent transcript R: TTTAAACTTACCCATGGAACAGG; mRNA F: CTACCTGTTCCATGGCCAAC; mRNA R: GGCATGGCACTCTTGAAAAA.

**RNAi Inheritance Assay**

RNAi bacteria was inoculated into LB Broth containing Ampicillin (50 μg/ml) for 6 hr at 37°C with shaking. Bacterial cultures were then seeded on to NGM plates containing IPTG (1 mM) and Carbenicillin (25 μg/ml) and grown overnight at room temperature. Adult animals were placed on the bacteria and the cultures grown at 20°C for 4 days. GFP fluorescence in the germline and oocytes of adult offspring was assayed using either a large particle biosorter (Union Biometrica) or a fluorescent microscope (Kramer scientific). Ten (biosorter) or one (microscope) silenced adults were selected and placed on HB101 growth plates to produce the next generation. This procedure was repeated for up to five generations.

**Hrde EMS Screen**

After EMS treatment following standard protocols, synchronized P2 larvae (L1) were placed onto GFP RNAi plates for 3 days at 20°C. Adult RNAi P0 animals (EMS P2s) were individually picked onto standard HB101 NGM plates and grown at 20°C for 4 days. The resultant F1 (EMS P3) animals were screened for GFP phenotype and any plates with a substantial number of GFP expressing animals kept for secondary screening. Secondary screening was performed as described above for the RNAi inheritance assay. Screening was performed in 8 batches with 600 P2s individualized each time.

**piRNA Sensor EMS Screen**

F2 or F3 offspring of mutagenized worms were sorted using a Copas Biosort Large-Particle Sorter as described in (Bagijn et al.). Worms sorted as ‘GFP ON’ were re-selected for sensor de-silencing using an FBS10 Fluorescence Microscope System (Kramer Scientific).

**Preparation of Genomic DNA for Whole-Genome Sequencing**

We used a pellet of approximately 60-100 μl of packed mixed stage worms and froze at −80°C. For extraction of genomic DNA we followed the Quiagen DNeasy Blood and Tissue kit (animal tissue spin protocol) including an RNase treatment step. We eluted DNA in 2x 200 μl buffer and quantified using the QuBit dsDNA BR assay kit (Invitrogen). Prior to library preparation we cleaned 150 ng of genomic DNA using the DNA Clean& Concentrator-5 Kit (Zymo Research Corp.). We eluted in 15 μl pre-heated water and re-measured DNA concentration using the QuBit dsDNA HS DNA assay kit.

**Whole-Genome Library Preparation and Sequencing**

We prepared libraries from genomic DNA using the EPICENTRE Biotechnologies Nextera DNA Sample Prep Kit. Tagmentation was performed in HMW Buffer and PCR-amplified libraries were purified either using the DNA Clean & Concentrator-5 Kit (Zymo Research Corp.) or Agencourt AMPure XP beads (Beckman Coulter). Library concentration was measured using the QuBit dsDNA HS DNA assay kit, then fragment length and distribution were determined with the Agilent High Sensitivity DNA assay (Agilent Technologies Inc.). Whole-genome sequencing of simplex libraries was performed on either the Genome Analyzer IIx or the High-Seq 2000 Illumina platform. Sequencing data were analyzed as described previously (Bagijn et al.).

**Small RNA Library Generation**

**P0 and F4 Samples**

Total RNA was isolated using the mirVana miRNA isolation kit (Ambion). The total RNA samples were separated on denaturing 15% polyacrylamide gels and 18-30 nt length species selected. Following poly-A tailing, small RNAs were treated with tobacco acid pyrophosphatase (Epicenter). Adapters were then ligated to the 5′ phosphate of the RNA. First-strand cDNA synthesis was performed using an oligo(dT)-adaptor primer and the M-MLV reverse transcriptase. The resulting cDNAs were PCR-amplified to about 20-30 ng/μl in 18-20 PCR cycles using a high fidelity DNA polymerase. cDNA were purified using the Macherey & Nagel NucleoSpin Extract II kit. Libraries were sequenced at CRI using an Illumina GA2x instrument.

**P0 and F4 Samples**

Total RNA was isolated using TRIsure reagent (Bioline). Total RNA was treated with RNA 5′ polyphosphatase (Epicenter). cDNA libraries were then prepared following the TruSeq Small RNA protocol (Illumina). Libraries were sequenced on a MiSeq machine (Illumina).

**Computational Analysis of Small RNA High-Throughput Sequencing Data**

Data processing and analyses were performed using custom Perl scripts and the statistical programming environment R. Fastq sequence reads with missing bases or barcodes not matching any of the expected sequences were excluded (if applicable). Reads were trimmed by removing 5′ barcodes, 3′ adapters or 3′ As depending on the protocol used for library generation. Inserts with length 18-30 nucleotides were collapsed to unique sequences, retaining the number of reads for each sequence. The *C. elegans* genome (assembly WS190/*ce6*) and refGene annotation were downloaded from the UCSC Genome Browser website (http://genome.ucsc.edu/) (Kent et al., 2002; Fujita et al., 2011). Perfect matches to the reference genome and transgene constructs (if applicable) were identified using bowtie in -v alignment mode, allowing for multiple matches (Langmead et al., 2009).

**Antibody Generation and Immunostaining**

The anti-HRDE-1/WAGO-9 polyclonal antisera were generated using Genomic Antibody Technology (GAT) by SDIX (Newark, USA). In brief, DNA immunization was done using cDNA encoding amino acids 12 to 161 of HRDE-1/WAGO-9. Polyclonal sera were subsequently affinity-purified and tested for specificity in Western blotting (data not shown) and immunostaining. Immunostainings were performed on dissected gonads. Animals were dissected in 10 mM Tetramisol on microscopy slides. After freeze-cracking, the tissue was fixed in ice-cold Methanol for 20 min and rehydrated by three washes in 1xPBS/0.2% Tween 20 (10 min each, room temperature).

Primary antibodies were added over night at 4°C in 1xPBS/0.2% Tween 20/1% BSA. Slides were washed three times in 1x PBS/0.2% Tween 20 (10 min each, room temperature). Secondary antibodies were added for one hour at 37°C. The secondary antibody mix contained 4′,6-diamidino-2-phenylindole (DAPI) at 100 ng/ml final concentration. Slides were washed three times in 1xPBS/0.2% Tween 20 (10 min each, room temperature) and mounted using Vectashield. We carried out differential interference contrast (DIC) and confocal fluorescence imaging using standard methods and using an Olympus FluoView FV1000 upright microscope using 40x and 63x objective magnification. Images were processed using the FluoView image software (Olympus) and ImageJ (version 1.43u). Antibodies and concentrations used are: rabbit anti-HRDE-1/WAGO-9 1:4000, mouse OIC1D4 (Developmental Studies Hybridoma Bank, University of Iowa) 1:100, mouse anti-α-Tubulin (clone DM1A, SIGMA) 1:10,000, Alexa Fluor 488 anti-rabbit IgG, 1:1000, Alexa Fluor 568 anti-mouse IgG, 1:1000 (both Life Technologies).

## Figures and Tables

**Figure 1:**
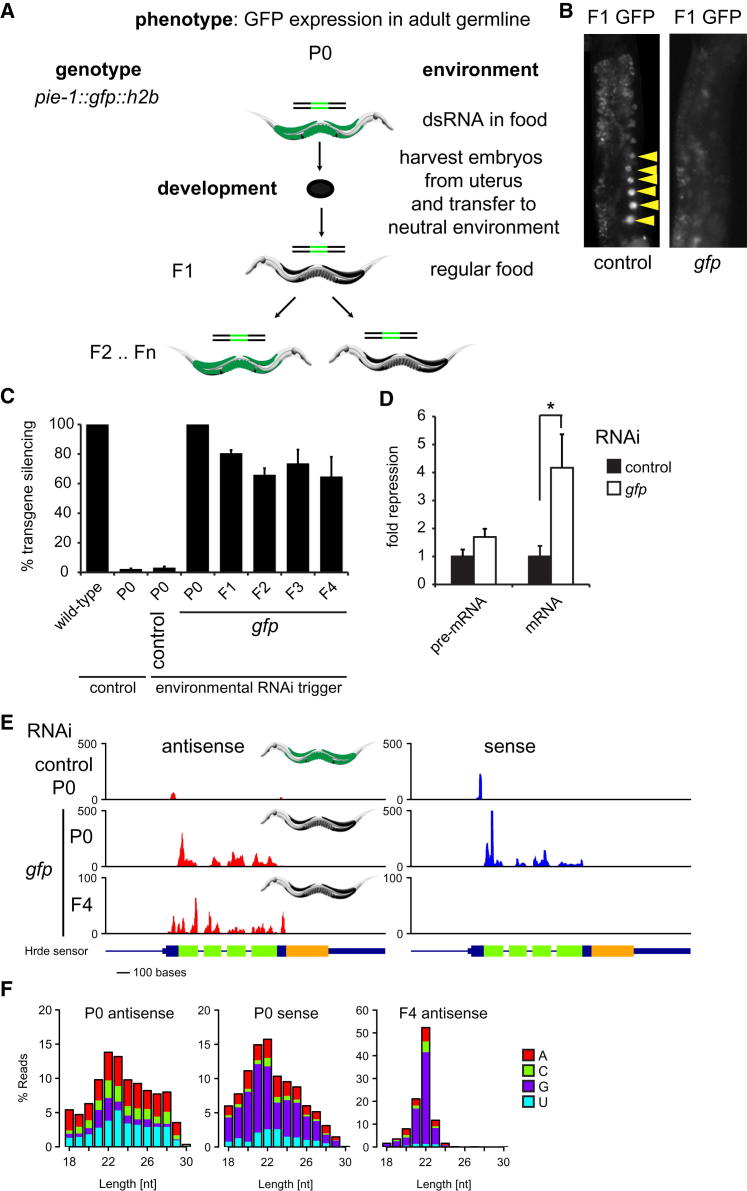
A Novel Inheritance Paradigm Demonstrates that Transgenerational Inheritance Is Associated with Continued Small RNA Production (A) A diagram of the Hrde sensor inheritance paradigm. Green animals illustrate the germline-expressed GFP sensor, whereas black worms represent silenced animals. (B) Representative images showing the germline-expressed transgene. The left panel shows the germline of an animal fed control vector, whereas the right panel shows the germline of an animal whose parent was treated with dsRNA targeting the GFP transgene. Arrows show the developing oocytes. (C) Graph showing the percentage of GFP-silenced animals following exposure to GFP RNAi. Wild-type worms do not contain the hrde sensor; P0-F4 animals carry the sensor and differ only in their exposure to dsRNA. GFP fluorescence of the transgene and the percentage of silenced animals per plate were determined using a large particle biosorter and FlowJo. Ten silenced worms were selected from each plate to produce the next generation. At least 1,000 worms were analyzed per plate with the following number of replicates: P0 (GFP vector) n = 3, F1 n = 18, F2 n = 11, F3 n = 8, F4 n = 5. Error bars represent the SEM. Silencing was normalized to wild-type to account for autofluorescence of the intestine. (D) qRT-PCR showing levels of nascent, unspliced pre-mRNA and mRNA for the GFP transgene in silenced, GFP RNAi treated F2 and control worms. Fold change is shown relative to control and normalized to *ama-1* expression. n = 4, 3, 4, 4 for pre-mRNA control, *gfp*, mRNA control and *gfp*, respectively. (E) Small RNA reads with unique perfect match in the transgene construct and no perfect match in the reference genome are shown for P0 and F4 L4 stage animals. F4 animals are the offspring of silenced animals in previous generations. Antisense and sense reads are shown in red and blue, respectively. Profiles indicate number of reads per million. Schematic indicates the transgene structure. Blue bars are *pie-1* genomic DNA, 5′ and 3′ UTR, and exon (thin, medium, thick), respectively. Thick green/yellow bars represent GFP/*his-58*, respectively. (F) Size distribution of small RNA reads in (E). For each size, the relative contribution of small RNAs with a particular 5′ nucleotide is represented in colors as indicated. Error bars represent SEM. See also Figures S1 and S2.

**Figure 2:**
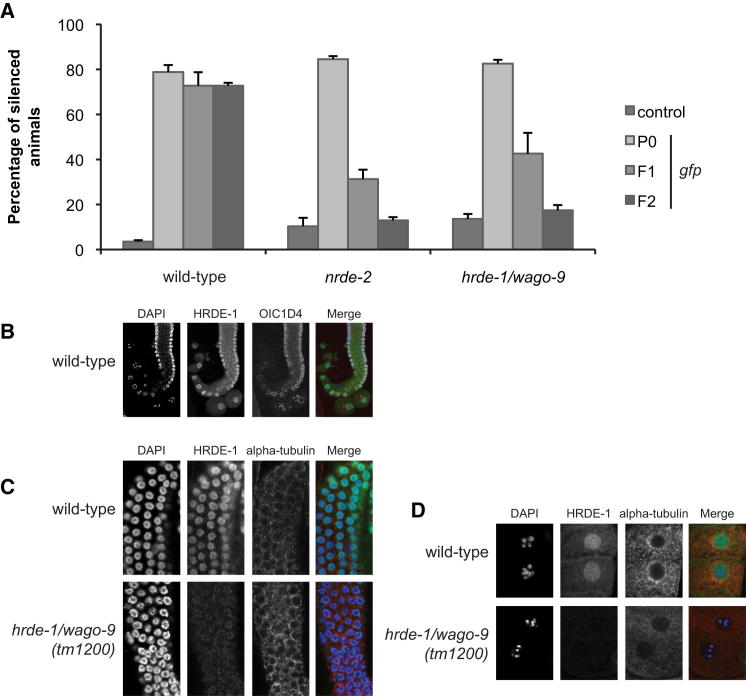
Transgenerational Inheritance Requires NRDE-2 and the Germline-Specific Nuclear Argonaute HRDE-1/WAGO-9 (A) Biosorter analysis of WT, *nrde-2*, and *hrde-1/wago-9* animals showing the failure of heritable silencing in these mutant strains. GFP fluorescence of the transgene and the percentage of silenced animals per plate were determined using a large particle biosorter and FlowJo. Ten silenced worms were selected where possible from each plate to produce the next generation. At least 500 worms were analyzed per plate with the following number of replicates (empty vector, GFP RNAi, F1, F2, respectively). WT, n = 7, 6, 4, 4; *nrde*-*2*, n = 3, 3, 3, 3; *hrde-1/wago-9*, n = 12, 6, 6, 6. Error bars represent the SEM. (B) HRDE-/WAGO-9 is expressed in the germline. Wild-type dissected germlines (adults) were stained with anti-HRDE-1/WAGO-9 (green) and a P-granule-specific antibody (OIC1D4, red). DNA was costained with DAPI (blue). Images on the right are merged from all three channels. (C and D) HRDE-/WAGO-9 is a nuclear protein. Immunostainings were performed on dissected gonads from adult wild-type (N2) or *hrde-1/wago-9 (tm1200)* animals using anti-HRDE-1/WAGO-9 (green) and anti-α-tubulin antibodies (red). DNA was costained with DAPI (blue). Images on the right are merged from all three channels. Images shown are germ cells in the transition zone/pachytene region (C) and oocytes (D).

**Figure 3:**
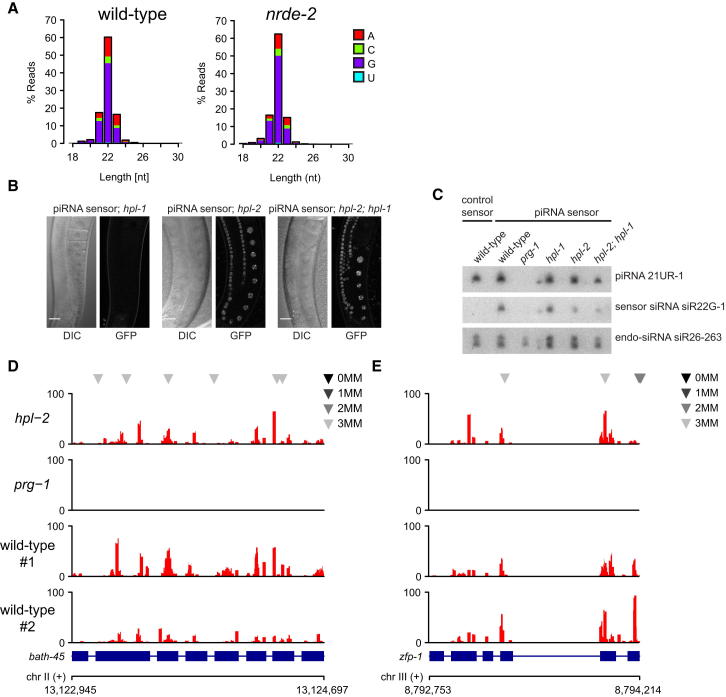
The Germline Nuclear RNAi/Chromatin Pathway Acts Downstream of Small RNA Production and Stability (A) Size distribution of small RNA reads with unique perfect match in the transgene construct and no perfect match in the reference genome are shown for wild-type and *nrde-2* F2 animals. For each size, the relative contribution of small RNAs with a particular 5′ nucleotide is represented in colors as indicated. (B) The heterochromatin protein HPL-2 is required for piRNA sensor silencing. DIC and fluorescence microscopy of piRNA sensor germlines in indicated mutant genotypes. Scale bars, 20 μm. (C) HPL-2 acts downstream of 22G-RNA biogenesis. Northern blot of total RNA from control sensor and indicated piRNA sensor strains. Probes were against piRNA 21UR-1, a piRNA sensor-specific 22G-RNA, and the Piwi-independent endo-siRNA siR26-263. For oligonucleotide sequences, see Bagijn et al., 2012. (D and E) Antisense 22G-RNA profiles are shown for selected elements. Profiles indicate number of reads per million. piRNA target sites are indicated above each profile as explained in the color key. See also Figure S3.

**Figure 4:**
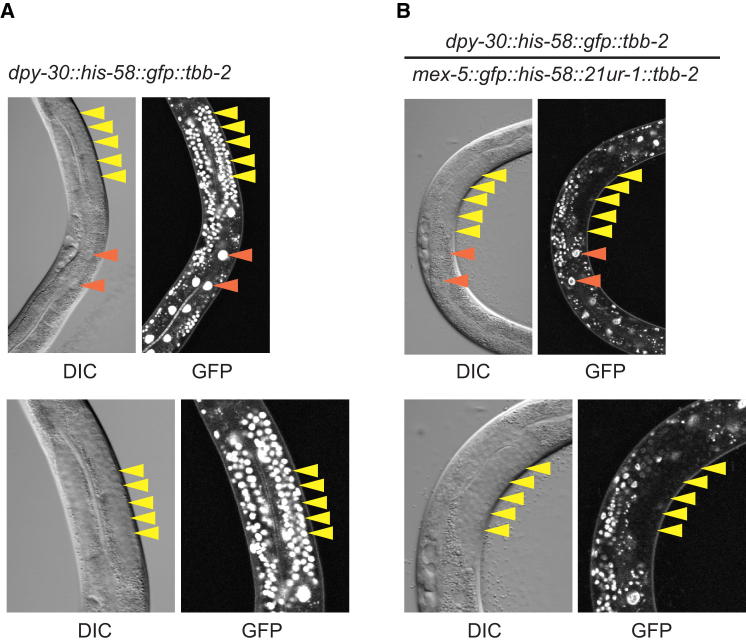
The Germline Nuclear RNAi/Chromatin Pathway Acts in *trans* but Cannot Exit the Germline (A and B) *trans*-heterozygous animals were generated by crossing SX1866 hermaphrodites with piRNA sensor males. Strain SX1866 expressing H2B-GFP under control of the ubiquitous *dpy-30* promoter was generated by MosSCI into *ttTi5606* on chromosome II (*mjSi1[dpy-30::his-58::gfp::tbb-2]*). DIC and fluorescence microscopy of animals from the parental line (A) or of *trans*-heterozygous animals from the cross (B). Note that the parental line expresses H2B-GFP from two copies in the genome and is therefore brighter. Yellow arrowheads indicate germ cell nuclei; red arrowheads indicate somatic (intestinal) cell nuclei.

**Figure 5:**
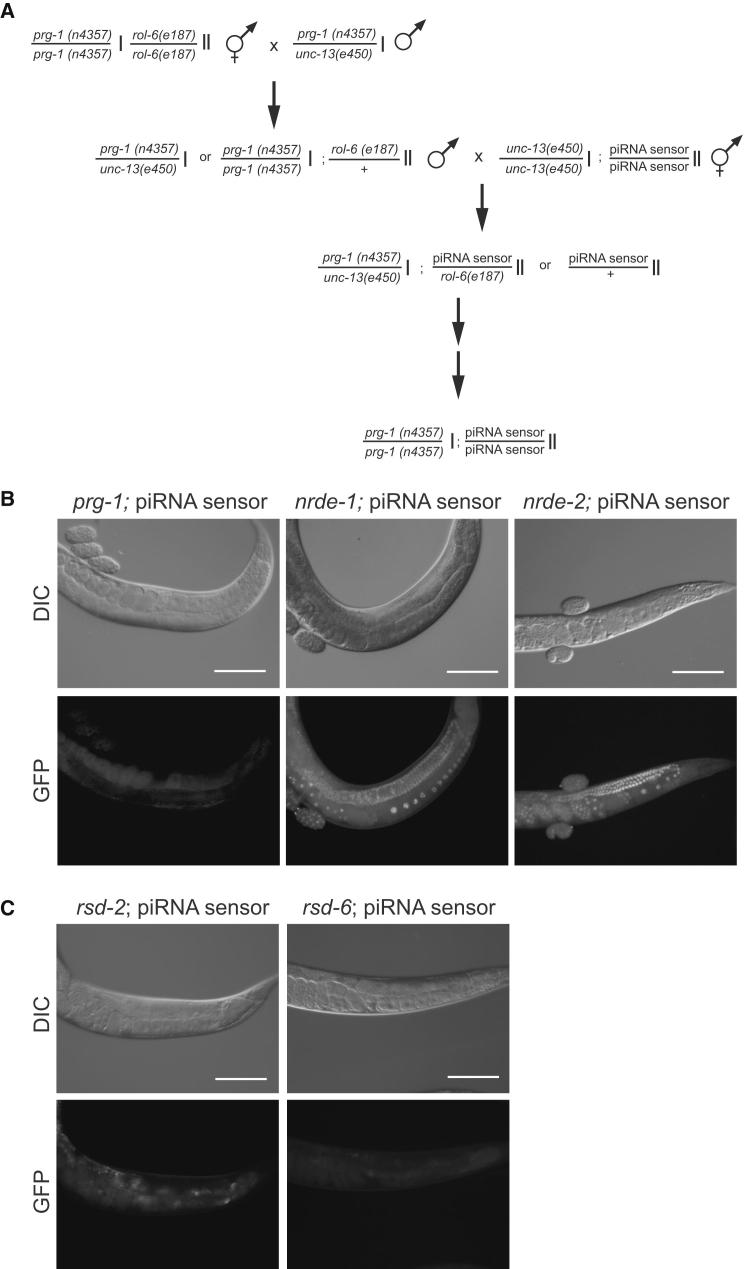
piRNAs Can Induce Stable Multigenerational Inheritance that Does Not Require PRG-1 for Maintenance (A) Schematic showing generation of *prg-1*; piRNA sensor strain, which has lost the requirement for PRG-1 to maintain transgene silencing (for details of previous outcrosses, see Experimental Procedures). Analogous crosses were performed for nuclear RNAi factors, with nrde-2 requiring further intermediate steps. (B) Following a number of crosses in a *prg-1*-sufficient background, the piRNA reporter is desilenced in *nrde-1* and *nrde-2*, but not *prg-1*, mutant backgrounds. Differential interference contrast or GFP epifluorescence photos are shown. White bars correspond to 100 μm. (C) Outcrossed piRNA sensors fail to express GFP in *rsd-2* or *rsd-6* mutant backgrounds. Higher autofluorescence is observed for these strains, which were raised at 25°C, than for those in (B), which were raised at 20°C. See also Figures S4, S5, and S6.

**Figure 6:**
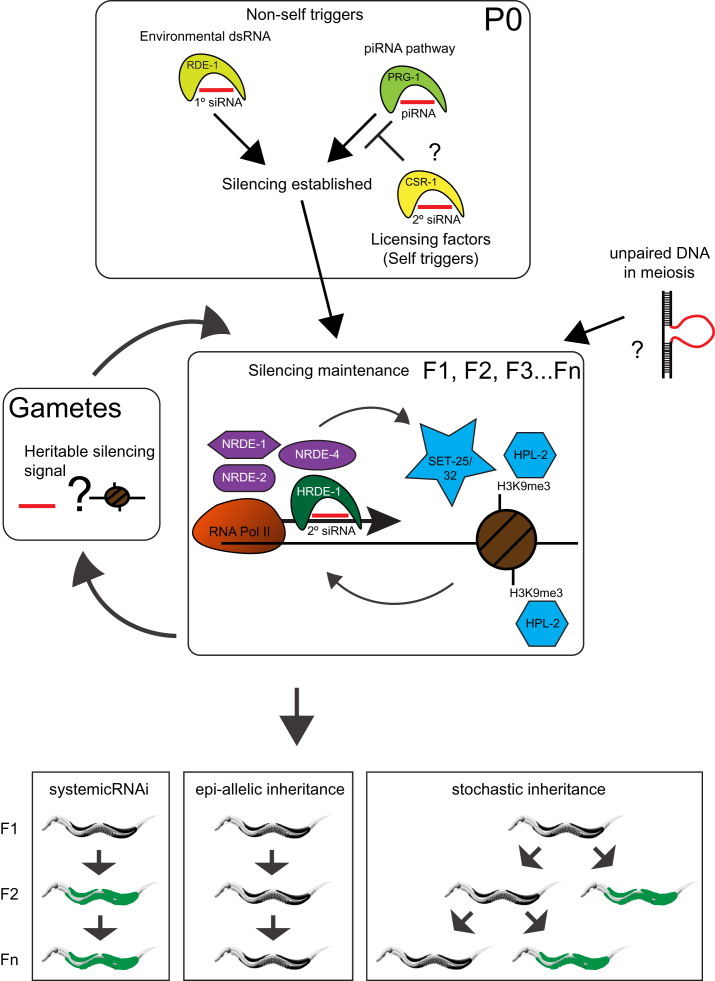
A Model of Transgenerational Silencing in the Germline of *C. elegans* Triggers such as environmental RNAi and endogenous piRNAs lead to the establishment of a nuclear RNAi/chromatin pathway. Maintenance of silencing requires nuclear RNAi factors, including the germline-specific nuclear Argonaute HRDE-1/WAGO-9 and chromatin proteins such as the HP1 ortholog HPL-2 and the putative histone methyltransferases SET-25 and SET-32. Silencing can be maintained into the F1 for multiple generations (F1–F5) or can become epi-allelic with multigenerational, nonstochastic inheritance. Silencing might be suppressed by a germline licensing pathway that recognizes bona fide germline transcripts (CSR-1 22G-RNA pathway) or might be enforced through the recognition of unpaired DNA during meiosis.

**Figure S1:**
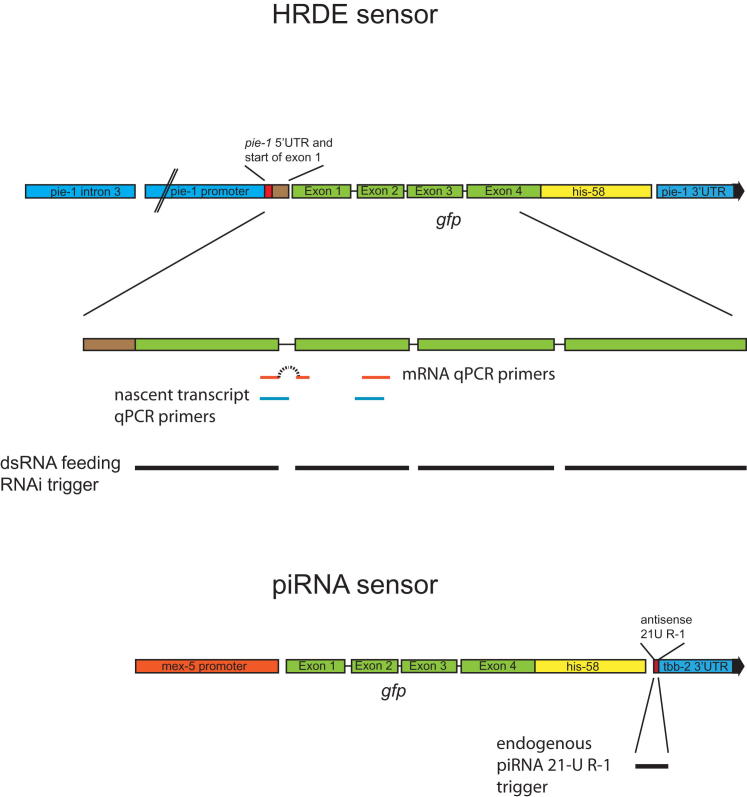
The Hrde Sensor, Related to Figure 1A Cartoon showing the components of the Hrde sensor transgene used in the transgenerational inheritance assays (top panel) and the piRNA sensor (bottom panel). Also indicated are the locations of the primers used for qRT-PCR analysis, the location of the dsRNA feeding trigger and the location of the piRNA 21U trigger.

**Figure S2:**
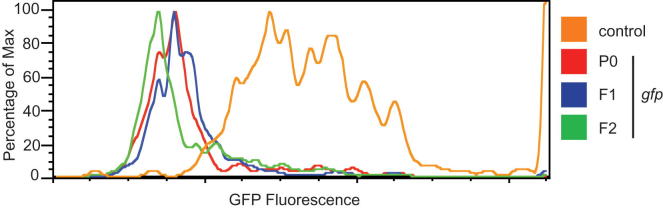
Quantification of GFP Fluorescence in the Hrde Sensor Assay Using Flow Cytometry, Related to Figure 1C Representative, smoothed histograms showing relative GFP fluorescence of control, GFP RNAi, F1 and F2 wild-type adult animals. Raw data is gated to exclude larval animals, which cannot express the transgene. GFP fluorescence is on an arbitrary scale.

**Figure S3:**
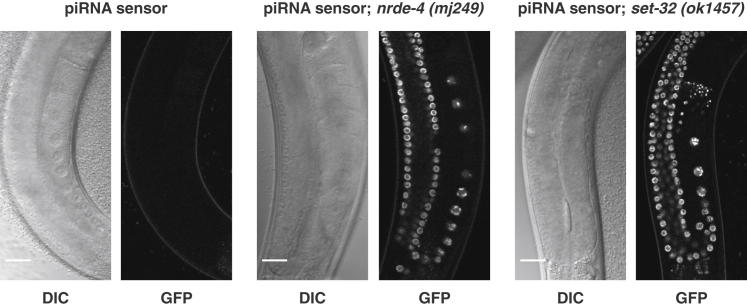
A Nuclear RNAi and Chromatin Factor Are Required for piRNA Sensor Silencing, Related to Figure 3B DIC and fluorescence microscopy of piRNA sensor germlines in wild-type and indicated mutant genotypes. Scale bars are 20 μm.

**Figure S4:**
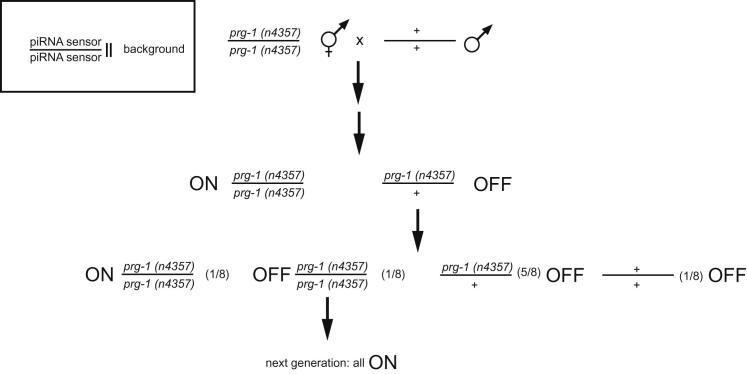
piRNA Sensor Silencing Can be PRG-1 Dependent, Related to Figure 5 Schematic exemplifying a cross where introduction of the piRNA sensor into a *prg-1* mutant background leads to sensor activation as described previously (Bagijn et al., 2012). Subsequent re-introduction of a wild-type *prg-1* allele is not sufficient to induce inheritance of silencing in the *prg-1* mutant offspring.

**Figure S5:**
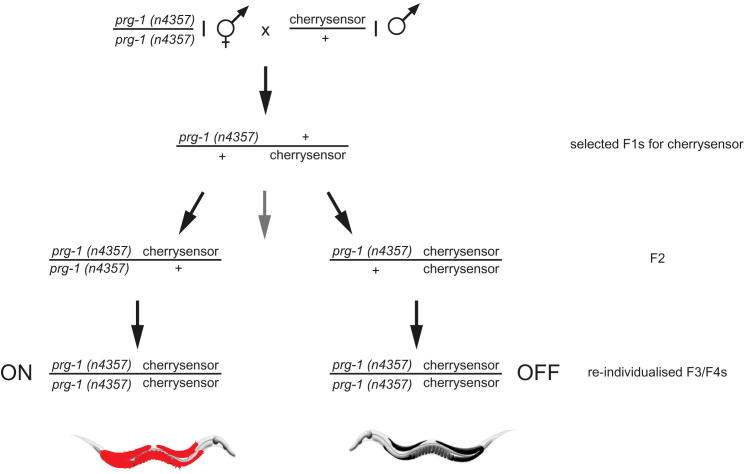
Multigenerational Inheritance of Silencing of the piRNA mCherry Sensor, Related to Figure 5 We crossed *prg-1(n4357)* I mutant hermaphrodites to males carrying one allele of our piRNA mCherry sensor and PCR-selected for mCherry sensor heterozygous F1 offspring. In the F2 generation we used one line each of worms homozygous for one of the desired alleles and heterozygous for the respective other allele and re-individualized F3s to obtain both alleles as homozygotes. In the F3 generation we obtained no double mutants from the *prg-1(n4357)* homozygous F2 but observed mCherry sensor expression in a line heterozygous for the mCherry sensor. Offspring of this F3 was individualized again and we obtained one line mutant for both alleles. This line stably expresses mCherry in the germline. Conversely, we obtained 2 F3 lines of double mutants coming from the mCherry sensor homozygous F2, both of which did not reactivate mCherry expression.

**Figure S6:**
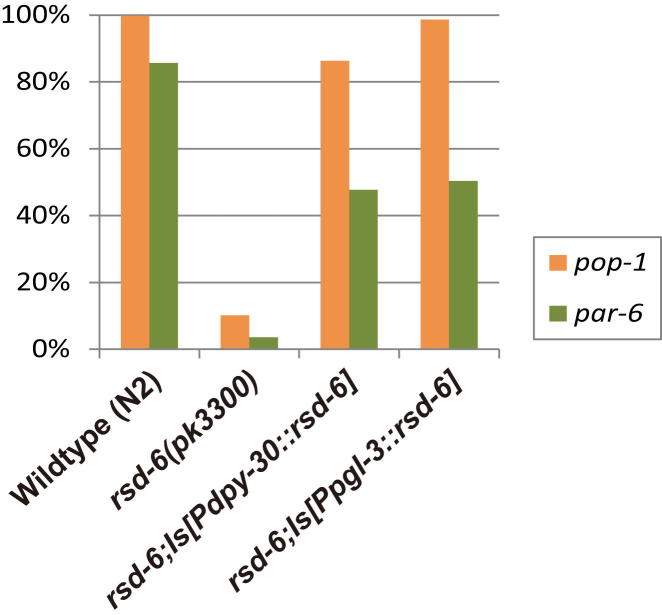
RSD-6 Is Required in Germ Cells for Environmental dsRNA, Related to Figure 5C Bacteria expressing dsRNA targeting *pop-1* or *par-6*, which are expressed in the maternal germline to promote embryogenesis (Lin et al., 1995; Watts et al., 1996), cause highly penetrant embryonic lethality when fed to wild-type but not to *rsd-6* mutant hermaphrodites. Single copy transgenes that express *rsd-6* ubiquitously (*Pdpy-30::rsd-6*) or in the germline (*Ppgl-3::rsd-6*) both rescue the responses of an *rsd-6* mutation to *pop-1* or *par-6* dsRNA.

**Table 1:** Multigenerational Environmental RNAi and piRNA Silencing Require a Common Nuclear Pathway

Genotype	Gene Product(s)	Reference Allele Tested	Alleles Described in This Study	Heritable Environmental RNAi Defective	piRNA Silencing Defective
wild-type	NA	NA	NA	−	-
*nrde-2*	novel	*gg91*, *gg95*	*mj168* (Q135Stp)	+	+^a^
*nrde-1*	novel	*gg88*, *yp4*, *yp5*		ND	+
*nrde-4*	novel		*mj249* (Q707Stp) *mj259* (Q663Stp)	ND	+
*hrde-1/wago-9*	nuclear Argonaute	*tm1200*	*mj278* (P720L)	+	+^b^
*nrde-3*	nuclear Argonaute	*tm1116*		ND	-b
*sago-1*	Argonaute	*tm1195*		−	−b
*sago-2*	Argonaute	*tm894*		−	−b
*hpl-2*	chromo domain	*tm1489*		ND	+
*hpl-1*	chromo domain	*tm1624*		ND	−
*hpl-1; hpl-2*	chromo domains	*tm1489*; *tm1624*		ND	+
*set-25*	SET domain	*n5021*		+	+
*set-32*	SET domain	*ok1457*		ND	+
*met-2*	SET domain	*n4256*		-	−
*met-1*	SET domain	*n4337*		ND	−
*lin-59*	SET domain	*n3192*		ND	−
*set-2*	SET domain	*n4589*		ND	−
*set-6*	SET domain	*ok2195*		ND	−
*set-9*	SET domain	*n4949*		ND	−
*set-11*	SET domain	*n4488*		ND	−a
*set-12*	SET domain	*n4442*		ND	−
*hda-4*	histone deacetylase	*ok518*		−	ND
*mrg-1*	chromo domain	*qa6200*		−	ND
*spr-5*	histone demethylase	*by134*		−	ND
*lsd-1*	histone demethylase	*vr12*		−	ND
*amx-1*	amine oxidase	*ok659*		−	ND
*prg-1; prg-2*	Piwi	*n4357*, *n4358*		−	+^b^
*prg-1*	Piwi	*n4357*		ND	+b,d
*rsd-2*	novel	*pk3307*		ND	−
*rsd-6*	Tudor domain	*pk3300*		ND	−
*mut-7*	RNase D	*pk204*		+^c^	+^b^

For heritable environmental RNAi and piRNA silencing assays, intrachromosomal single-copy transgenes were used as reporters. For heritable environmental RNAi, animals were scored at the F2 generation (see Figure 1A). For piRNA silencing, a sensor for the endogenous piRNA 21UR-1, the “piRNA sensor,” on chromosome II was used (Bagijn et al., 2012). ND, not done.

a Tested using the piRNA cherry sensor on chromosome I, as described in Bagijn et al., 2012.

b Previously reported in Bagijn et al., 2012.

c These mutants were already defective in silencing in the F1 generation.

d Results are dependent on multigenerational ancestry of the animals (this study).

# Supplementary material for: piRNAs Can Trigger a Multigenerational Epigenetic Memory in the Germline of C. elegans
**Source:** Cell. 2012 Jul 6;150(1):88–99. doi: 10.1016/j.cell.2012.06.018
**Supplement:** Table S1. Strains Used in This Study, Related to Experimental Procedures

**Table S1. Strains Used in This Study, Related to Experimental Procedures**

SX2364 *lin-59(n3192) unc-29(e1072) I; mjls144 II*  
YA10 *rsd-2(yp10) IV*  
YA11 *rsd-2(yp11) IV*  
YA400 *mjls144 II*  
YA401 *prg-1(n4357) I; mjls144 II*  
YA402 *prg-1(n4357) I; mjls144 II*  
YA403 *prg-1(n4357) I; mjls144 II*  
YA404 *prg-1(n4357) I; mjls144 II*  
YA405 *prg-1(n4357) I; mjls144 II*  
YA406 *prg-1(n4357) I; mjls144 II*  
YA407 *prg-1(n4357) I; mjls144 II*  
YA408 *prg-1(n4357) I; mjls144 II*  
YA409 *dpy-10(e128) mjls144 nrde-2(gg95) II*  
YA410 *dpy-10(e128) mjls144 nrde-2(gg95) II*  
YA411 *dpy-10(e128) mjls144 nrde-2(gg95) II*  
YA412 *mjls144 II; nrde-1(yp4) III*  
YA413 *mjls144 II; nrde-1(yp4) III*  
YA414 *mjls144 II; nrde-1(yp4) III*  
YA415 *mjls144 II; nrde-1(yp5) III*  
YA416 *mjls144 II; nrde-1(yp5) III*  
YA417 *mjls144 II; nrde-1(yp5) III*  
YA1172 *rsd-6(pk3300) I*

# Supplementary material for: piRNAs Can Trigger a Multigenerational Epigenetic Memory in the Germline of C. elegans
**Source:** Cell. 2012 Jul 6;150(1):88–99. doi: 10.1016/j.cell.2012.06.018
**Supplement:** Document S1. Article plus Supplemental Information

# piRNAs Can Trigger a Multigenerational Epigenetic Memory in the Germline of *C. elegans*

Alyson Ashe,<sup>1,2,7</sup> Alexandra Sapetschnig,<sup>1,2,7</sup> Eva-Maria Weick,<sup>1,2,7</sup> Jacinth Mitchell,<sup>3,4,5,7</sup> Marloes P. Bagijn,<sup>1,2</sup> Amy C. Cording,<sup>1,2</sup> Anna-Lisa Doebley,<sup>4</sup> Leonard D. Goldstein,<sup>1,2,8</sup> Nicolas J. Lehrbach,<sup>1,2</sup> Jérémie Le Pen,<sup>1,2</sup> Greta Pintacuda,<sup>1,6</sup> Aisa Sakaguchi,<sup>3,9</sup> Peter Sarkies,<sup>1,2</sup> Shawn Ahmed,<sup>3,4,5,\*</sup> and Eric A. Miska<sup>1,2,\*</sup>

<sup>5</sup>Curriculum in Genetics and Molecular Biology

<sup>7</sup>These authors contributed equally to this work

<http://dx.doi.org/10.1016/j.cell.2012.06.018>

## SUMMARY

Transgenerational effects have wide-ranging implications for human health, biological adaptation, and evolution; however, their mechanisms and biology remain poorly understood. Here, we demonstrate that a germline nuclear small RNA/chromatin pathway can maintain stable inheritance for many generations when triggered by a piRNA-dependent foreign RNA response in *C. elegans*. Using forward genetic screens and candidate approaches, we find that a core set of nuclear RNAi and chromatin factors is required for multigenerational inheritance of environmental RNAi and piRNA silencing. These include a germline-specific nuclear Argonaute HRDE1/WAGO-9, a HP1 ortholog HPL-2, and two putative histone methyltransferases, SET-25 and SET-32. piRNAs can trigger highly stable long-term silencing lasting at least 20 generations. Once established, this long-term memory becomes independent of the piRNA trigger but remains dependent on the nuclear RNAi/chromatin pathway. Our data present a multigenerational epigenetic inheritance mechanism induced by piRNAs.

## INTRODUCTION

Since August Weismann (1834–1914) formulated the distinction between innate and acquired characteristics at the end of the 19th century, the debate relating to the inheritance of acquired traits has raised many controversies in the scientific community

(Weismann, 1891; Bateson, 1919; Haig, 2006). August Weismann himself theoretically rejected this type of heritability, arguing that, even though environmental stimuli could provoke adaptive responses in the somatic lineage, no evidence suggested that these changes could be communicated to the germline (Weismann, 1891). However, a number of epigenetic phenomena involving RNA, histone modification, or DNA methylation in many organisms have renewed interest in this area (Varmuza, 2003; Haig, 2006; Daxinger and Whitelaw, 2012). Paramutation is a prime example. In this phenomenon, a silenced allele can act in *trans* on a homologous sequence to cause stable and heritable silencing. This newly silenced allele can now itself act in a paramutagenic fashion to silence other alleles. Paramutation has been described in multiple species, and it seems likely that small RNAs play a key role in the process, although the full mechanisms involved still remain unclear (Stam and Mittelsten Scheid, 2005; Chandler, 2010; Suter and Martin, 2010).

*C. elegans* has emerged as a key model for the analysis of several related pathways that regulate genes via small RNAs. *C. elegans* is well suited to the analysis of multigenerational effects, due to its short generation time (~3 days) and the ease with which they can be maintained under tightly controlled experimental conditions. In eukaryotes, 20–30 nucleotide (nt) RNAs bound to Argonaute (AGO) protein cofactors are the effectors of a number of gene regulation pathways (Carmell et al., 2002). The discovery of the process of RNA interference (RNAi) has been a major milestone (Fire et al., 1998). While 21–22 nt small interfering RNAs (siRNAs) are the small RNA effectors of RNAi, RNAi can be induced by injection of long double-stranded RNA (dsRNA) or by providing dsRNA environmentally in the food of *C. elegans* (Timmons et al., 2001). In both instances, dsRNA is processed by the RNase Dicer to give rise to primary siRNAs. RNAi effects are generally systemic (soma and germline) and

are observed in the F1 generation, but the latter requires the generation of secondary siRNAs (Grishok et al., 2000; Pak and Fire, 2007; Sijen et al., 2007; Gu et al., 2009). Secondary siRNAs represent the most abundant class of endogenous small RNAs in *C. elegans*, are RNA-dependent RNA polymerase products, have a 5' triphosphate, and are predominantly 22 nt in length with a 5' guanosine (22G-RNAs). Secondary siRNA pathways and RNA-dependent RNA polymerases (RdRPs) have not been found in vertebrates or *Drosophila*, but have been found in many other organisms, including nematodes, plants, fungi, and viruses. Secondary siRNA pathways in *C. elegans* are complex, can involve many different AGO proteins, and are only partly understood (Yigit et al., 2006).

Several studies have reported inheritance of environmental RNAi beyond the F1 generation (Fire et al., 1998; Grishok et al., 2000; Vastenhouw et al., 2006; Alcazar et al., 2008; Gu et al., 2012). In one transgenerational paradigm, small RNA inheritance and histone H3K9me3 marks were observed for at least two generations (Gu et al., 2012). In addition, transgenerational inheritance of viral immunity (Rechavi et al., 2011) and longevity (Greer et al., 2011) were recently reported for *C. elegans*. These data suggest that the biological roles of transgenerational inheritance could be diverse but remain largely speculative. In addition, whether this transmission involves transgenerationally transmitted RNAs or modifications of chromatin is still controversial.

Piwi-interacting RNAs (piRNAs) are distinct from siRNAs and have an evolutionarily conserved role in transposon silencing in the germline in many animals, including nematodes (Malone and Hannon, 2009; Bagijn et al., 2012). *C. elegans* encodes two Piwi clade, AGO superfamily proteins, PRG-1 and PRG-2, although PRG-2 has likely little or no function (Batista et al., 2008; Das et al., 2008; Bagijn et al., 2012). *C. elegans* piRNAs are absent in *prg-1* mutant animals, which exhibit fertility defects. PRG-1 and piRNA expression is restricted to the male and female germline (Batista et al., 2008; Das et al., 2008; Bagijn et al., 2012). The piRNAs of *C. elegans* are 21 nucleotides in length with a 5' uracil (21U-RNAs) (Ruby et al., 2006; Batista et al., 2008; Das et al., 2008; Wang and Reinke, 2008). *C. elegans* piRNAs derive from two broad clusters on chromosome IV (Ruby et al., 2006) and act in *trans* to regulate endogenous targets in the germline (Bagijn et al., 2012).

Here, we report how transgenerational inheritance of environmental RNAi and the piRNA pathway converge on the same germline nuclear RNAi/chromatin pathway. Both nuclear RNAi factors and chromatin regulators are essential for silencing. This pathway can elicit a long-term epigenetic memory for more than 24 generations. Once established, the initial silencing trigger is no longer required.

## RESULTS

### A Reporter-Based System to Investigate Transgenerational Gene Silencing in *C. elegans*

To genetically dissect multigenerational gene silencing in *C. elegans*, we developed a heritable environmental RNAi paradigm. Taking advantage of the recent advance in technologies to generate single-copy intrachromosomal transgenes in *C. elegans* (Frøkjær-Jensen et al., 2008, 2012), we generated

a reporter transgene expressing a histone-GFP fusion protein in the germline of *C. elegans* (Figure 1A and Figure S1 available online). The use of such a defined artificial locus combines the ability to map small RNA populations, which was previously not possible using multicopy transgenes (Vastenhouw et al., 2006), with a high-throughput, quantifiable approach that was not possible using an endogenous locus (Alcazar et al., 2008). Eliciting environmental RNAi by feeding transgenic animals with bacteria expressing dsRNA corresponding to the GFP mRNA results in gene-specific silencing of this GFP transgene (P0, Figures 1A and 1B), as expected (Timmons et al., 2001). Transfer of these animals to a neutral environment results in a high level of silenced animals in the F1 generation, again as expected (Figure 1B) (Fire et al., 1998; Grishok et al., 2000). Furthermore, silencing of the transgene is maintained for at least four additional generations in a subpopulation of animals. We quantified this phenomenon in thousands of animals for each generation using flow cytometry and found that inheritance of transgene silencing was maintained in more than 60% of animals for at least four generations (Figures 1C and S2). We conclude that we have established a reporter-based paradigm for the investigation of transgenerational inheritance, the “heritable RNAi defective,” or “Hrde,” sensor.

### Multigenerational Gene Silencing Is Associated with Continued Small RNA Expression

As the mechanisms of transgenerational inheritance are currently not understood, we first asked whether the Hrde sensor silencing that we observed is due to posttranscriptional regulation of mRNA or (co-)transcriptional gene regulation. Using quantitative RT-PCR, we tested whether Hrde sensor silencing in the F2 generation affected either. We were able to robustly detect both primary transcript (pre-mRNA) and Hrde transgene mRNA. However, mRNA levels were significantly repressed ( $p < 0.05$ ) in silenced animals as compared to nonsilenced animals (Figure 1D). pre-mRNA levels showed a similar trend. These data suggest that posttranscriptional mechanisms of silencing are required in the Hrde paradigm. We postulated that Hrde sensor transcript availability might result in continued small RNA pathway activity in silenced animals. Therefore, we profiled small RNAs using high-throughput sequencing from animals undergoing environmental RNAi (P0), control RNAi (P0), or at the F4 generation after RNAi. Small RNA libraries were prepared using protocols that did not necessitate the presence of a 5' monophosphate to capture primary and secondary siRNAs. We detected abundant sense and antisense small RNAs during environmental RNAi (P0 generation) (Figure 1E). These small RNAs had a peak length of 21–22 nt and little bias for the 5'-most nucleotide and likely represent Dicer cleavage products (primary siRNAs) (Figure 1F). In contrast, four generations later, only antisense small RNAs remain with the characteristic signature of secondary siRNAs (22 nucleotide length with a 5' guanosine bias, 22G RNAs). Given that each generation represents at least a hundred-fold dilution in volume (with more than 200 offspring generated by each hermaphrodite), these secondary siRNAs must be generated *de novo* in each generation. Animals undergoing control RNAi displayed a peak of small RNAs homologous to cloning sequences flanking the GFP minigene. These

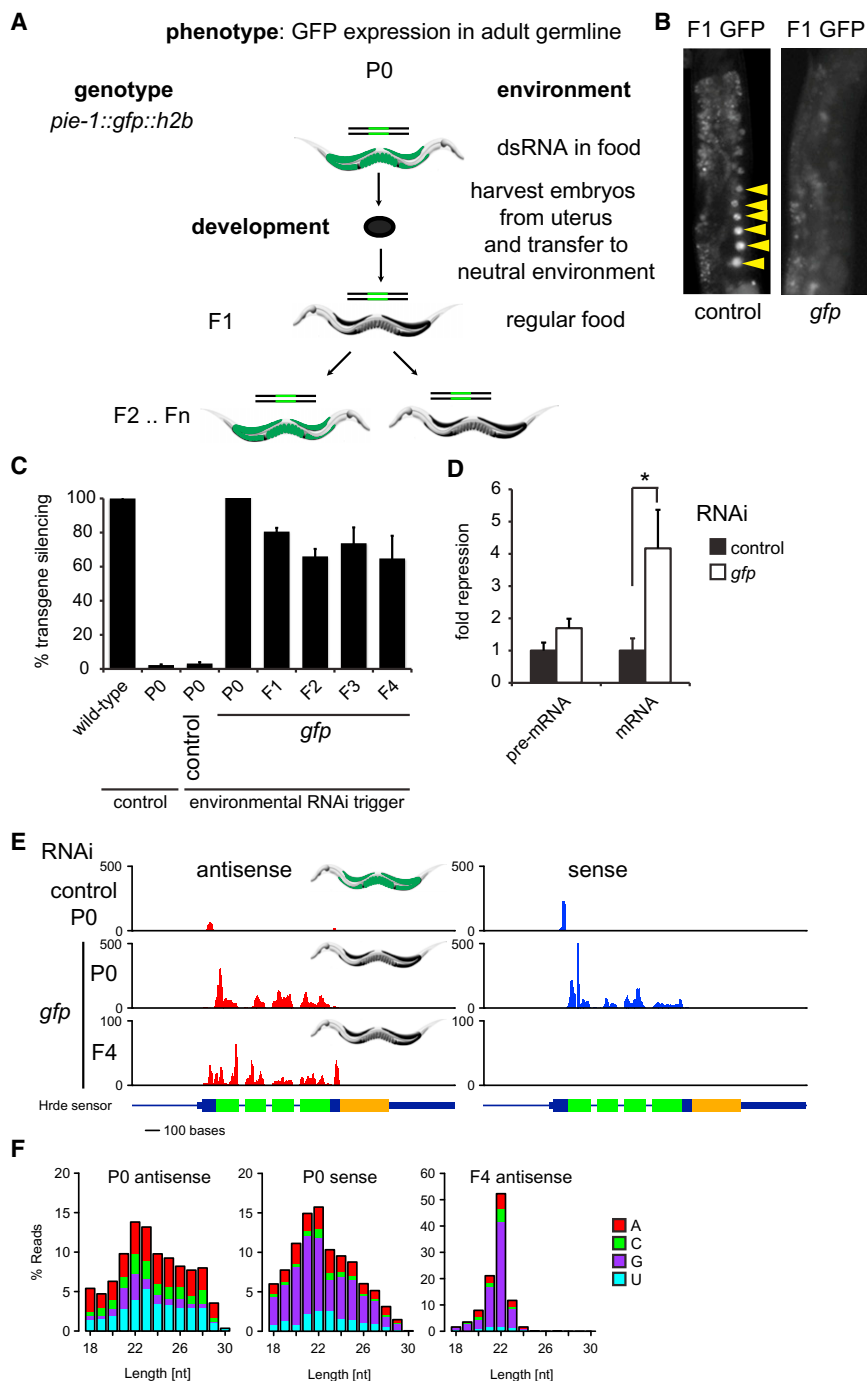

**Figure 1. A Novel Inheritance Paradigm Demonstrates that Transgenerational Inheritance Is Associated with Continued Small RNA Production**

(A) A diagram of the Hrde sensor inheritance paradigm. Green animals illustrate the germline-expressed GFP sensor, whereas black worms represent silenced animals.

(B) Representative images showing the germline-expressed transgene. The left panel shows the germline of an animal fed control vector, whereas the right panel shows the germline of an animal whose parent was treated with dsRNA targeting the GFP transgene. Arrows show the developing oocytes.

(C) Graph showing the percentage of GFP-silenced animals following exposure to GFP RNAi. Wild-type worms do not contain the hrde sensor; P0-F4 animals carry the sensor and differ only in their exposure to dsRNA. GFP fluorescence of the transgene and the percentage of silenced animals per plate were determined using a large particle biosorter and FlowJo. Ten silenced worms were selected from each plate to produce the next generation. At least 1,000 worms were analyzed per plate with the following number of replicates: P0 (GFP vector)  $n = 3$ , F1  $n = 18$ , F2  $n = 11$ , F3  $n = 8$ , F4  $n = 5$ . Error bars represent the SEM. Silencing was normalized to wild-type to account for auto-fluorescence of the intestine.

(D) qRT-PCR showing levels of nascent, unspliced pre-mRNA and mRNA for the GFP transgene in silenced, GFP RNAi treated F2 and control worms. Fold change is shown relative to control and normalized to *ama-1* expression.  $n = 4, 3, 4$  for pre-mRNA control, *gfp*, mRNA control and *gfp*, respectively.

(E) Small RNA reads with unique perfect match in the transgene construct and no perfect match in the reference genome are shown for P0 and F4 L4 stage animals. F4 animals are the offspring of silenced animals in previous generations. Antisense and sense reads are shown in red and blue, respectively. Profiles indicate number of reads per million. Schematic indicates the transgene structure. Blue bars are *pie-1* genomic DNA, 5' and 3' UTR, and exon (thin, medium, thick), respectively. Thick green/yellow bars represent GFP/*his-58*, respectively.

(F) Size distribution of small RNA reads in (E). For each size, the relative contribution of small RNAs with a particular 5' nucleotide is represented in colors as indicated.

Error bars represent SEM. See also Figures S1 and S2.

are homologous to cloning sequences that are present in the RNAi vectors and have no apparent effect on Hrde sensor activity (Figure 1C).

### Multigenerational Gene Silencing and piRNA Silencing Depend on Common Nuclear Factors

We recently reported that piRNA-mediated silencing in the *C. elegans* germline results in secondary siRNA-dependent silencing of a "piRNA sensor" and endogenous piRNA targets

(Bagijn et al., 2012). Thus, piRNA-mediated silencing might converge on a common downstream multigenerational gene silencing pathway. To this end, we carried out forward genetic screens to identify genes required for either phenomenon using the Hrde and piRNA sensors. Using these two distinct sensors (Figure S1), one silenced by a single endogenous piRNA (piRNA sensor) and the other silenced by heritable environmental RNAi (Hrde sensor), we identified, mapped, and cloned new alleles of three known genes in small RNA pathways: *nrde-2*, *nrde-4*,

**Table 1. Multigenerational Environmental RNAi and piRNA Silencing Require a Common Nuclear Pathway**

For heritable environmental RNAi and piRNA silencing assays, intrachromosomal single-copy transgenes were used as reporters. For heritable environmental RNAi, animals were scored at the F2 generation (see Figure 1A). For piRNA silencing, a sensor for the endogenous piRNA 21UR-1, the “piRNA sensor,” on chromosome II was used (Bagijn et al., 2012). ND, not done.

<sup>a</sup>Tested using the piRNA cherry sensor on chromosome I, as described in Bagijn et al., 2012.

<sup>b</sup>Previously reported in Bagijn et al., 2012.

<sup>c</sup>These mutants were already defective in silencing in the F1 generation.

<sup>d</sup>Results are dependent on multigenerational ancestry of the animals (this study).

and *hrde-1/wago-9* (Table 1). Next, combining forward genetic screens with a candidate gene approach, we were surprised to identify a total of eight small RNA or chromatin pathway genes to be required (Table 1). For example, the Hrde sensor was desilenced in *nrde-2*, *hrde-1/wago-9*, and *set-25* mutants (Figure 2A and Table 1). The products of all of these genes are either known to be, or are predicted to be, nuclear. NRDE-2 is a conserved protein involved in nuclear RNAi that is expressed in the nucleus (Guang et al., 2010); SET-25 is a putative histone H3 lysine-9 methyltransferase with a C-terminal SET domain. To our knowledge, this is the first time that a histone-modifying enzyme has

been identified as required for multigenerational inheritance. HRDE-1/WAGO-9 is an Argonaute protein. Using immunostaining, we show that it is expressed in the germline (Figure 2B), where it localizes to the nucleus (Figures 2C and 2D). NRDE-2 was recently shown to be important in a similar inheritance paradigm (Gu et al., 2012). However, some genes that were previously reported to be involved in transgenerational effects appeared not to be required for our transgenerational inheritance paradigm, including *hda-4*, *mrg-1* (Vastenhouw et al., 2006) or *spr-5*, *lsd-1*, and *amx-1* (Katz et al., 2009) (Table 1). For the piRNA sensor, aside from proteins that were defined in Hrde

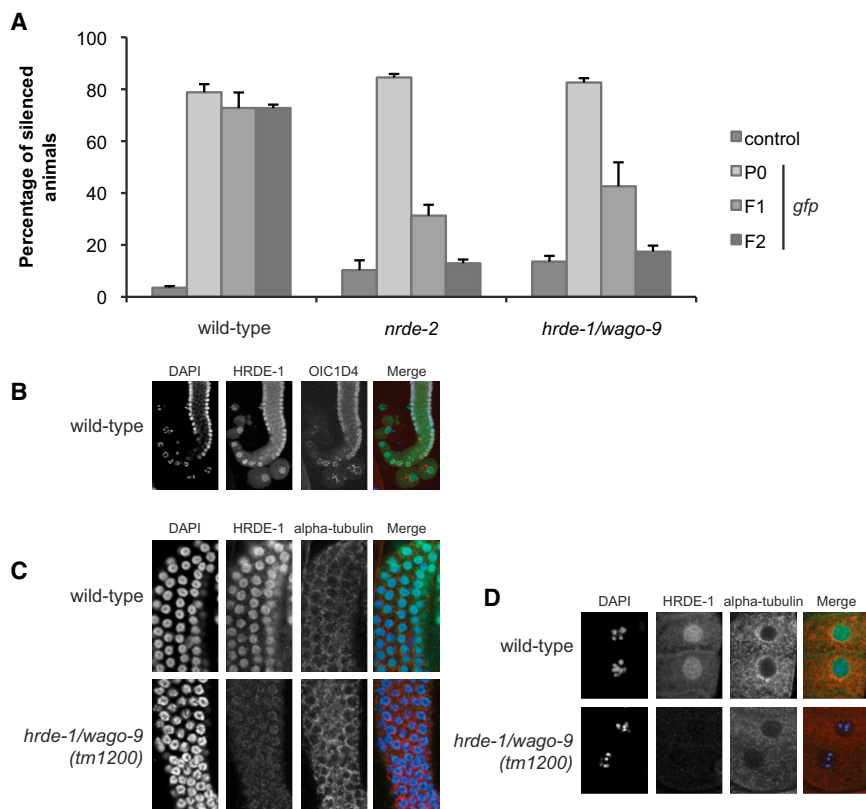

**Figure 2. Transgenerational Inheritance Requires NRDE-2 and the Germline-Specific Nuclear Argonaute HRDE-1/WAGO-9**

(A) Biosorter analysis of WT, *nrde-2*, and *hrde-1/wago-9* animals showing the failure of heritable silencing in these mutant strains. GFP fluorescence of the transgene and the percentage of silenced animals per plate were determined using a large particle biosorter and FlowJo. Ten silenced worms were selected where possible from each plate to produce the next generation. At least 500 worms were analyzed per plate with the following number of replicates (empty vector, GFP RNAi, F1, F2, respectively). WT, n = 7, 6, 4, 4; *nrde-2*, n = 3, 3, 3, 3; *hrde-1/wago-9*, n = 12, 6, 6, 6. Error bars represent the SEM.

(B) HRDE-1/WAGO-9 is expressed in the germline. Wild-type dissected germlines (adults) were stained with anti-HRDE-1/WAGO-9 (green) and a P-granule-specific antibody (OIC1D4, red). DNA was costained with DAPI (blue). Images on the right are merged from all three channels.

(C and D) HRDE-1/WAGO-9 is a nuclear protein. Immunostainings were performed on dissected gonads from adult wild-type (N2) or *hrde-1/wago-9* (tm1200) animals using anti-HRDE-1/WAGO-9 (green) and anti- $\alpha$ -tubulin antibodies (red). DNA was costained with DAPI (blue). Images on the right are merged from all three channels. Images shown are germ cells in the transition zone/pachytene region (C) and oocytes (D).

screens such as NRDE-2, HRDE-1/WAGO-9, and SET-25, we also identified additional nuclear small RNA components and chromatin factors, including NRDE-1, NRDE-4, SET-32, and one of the *C. elegans* heterochromatin protein 1 (HP1) orthologs, HPL-2 (Table 1 and Figure S3). We conclude that there exists a common and specific nuclear RNAi/chromatin pathway in the germline that is required for environmentally induced heritable RNAi- and piRNA-induced silencing.

### The Nuclear RNAi/Chromatin Silencing Pathway Acts Downstream of Small RNA Expression in Gene Silencing

To establish a hierarchy in the silencing pathways described here, we asked whether nuclear RNAi/chromatin components are upstream or downstream of secondary siRNA expression and/or stability. First, we analyzed small RNA expression in the Hrde sensor paradigm in wild-type and a *nrde-2* mutant background. In both cases, we find abundant 22G secondary siRNAs that map to the Hrde sensor (Figure 3A). Thus, NRDE-2 is not required for secondary siRNA generation. Next, we tested a chromatin factor using the piRNA sensor. The HP-1 ortholog HPL-2, but not HPL-1, is required for silencing of the piRNA sensor (Table 1 and Figure 3B). Therefore, we asked whether secondary siRNAs are expressed and stable in *hpl-2* mutant animals. Using northern blotting, we show that the piRNA 21UR-1 and a piRNA-sensor-specific 22G RNA (siR22G-1) are dependent on the Piwi protein PRG-1 (Figure 3C). However, both RNAs are present in *hpl-2* and *hpl-1* mutant backgrounds, although possibly at reduced levels for siR22G-1.

These observations are in agreement with similar observations made for siRNAs in *S. pombe* lacking Swi6/HP1 (Bühler et al., 2006). In addition, we analyzed endogenous targets of the piRNA pathway that we recently identified (Bagijn et al., 2012). We generated small RNA libraries from wild-type and *prg-1* or *hpl-2* mutant animals. 22G secondary siRNAs at endogenous piRNA targets *bath-45* and *zfp-1* are dependent on PRG-1, but not HPL-2 (Figures 3D and 3E). Again, we observed some reduction in RNA levels, consistent with a positive interaction between nuclear RNAi and chromatin regulation. We conclude that the nuclear RNAi/chromatin pathway described here is not essential for secondary siRNA expression or stability.

### Multigenerational Gene Silencing and piRNA Silencing Does Not Spread into the Soma

As the nuclear RNAi/chromatin pathway that we describe here utilizes small RNAs, it might act in *trans* on transcripts that share significant sequence similarity. Indeed, using the piRNA sensor, we were able to test this directly. The piRNA sensor is under the transcriptional control of a germline-specific promoter (*mex-5*). Silencing of the piRNA sensor is established through an endogenous piRNA (21-UR-1) with perfect complementarity to a corresponding sequence in the piRNA sensor (Bagijn et al., 2012). A cross of the piRNA sensor strain to a different transgenic strain with a ubiquitously expressed GFP transgene that is not regulated by piRNAs (Figure 4A) results in dominant silencing of both transgenes in the germline of heterozygous F1 animals (Figure 4B), likely via a process termed transitive RNAi (Alder

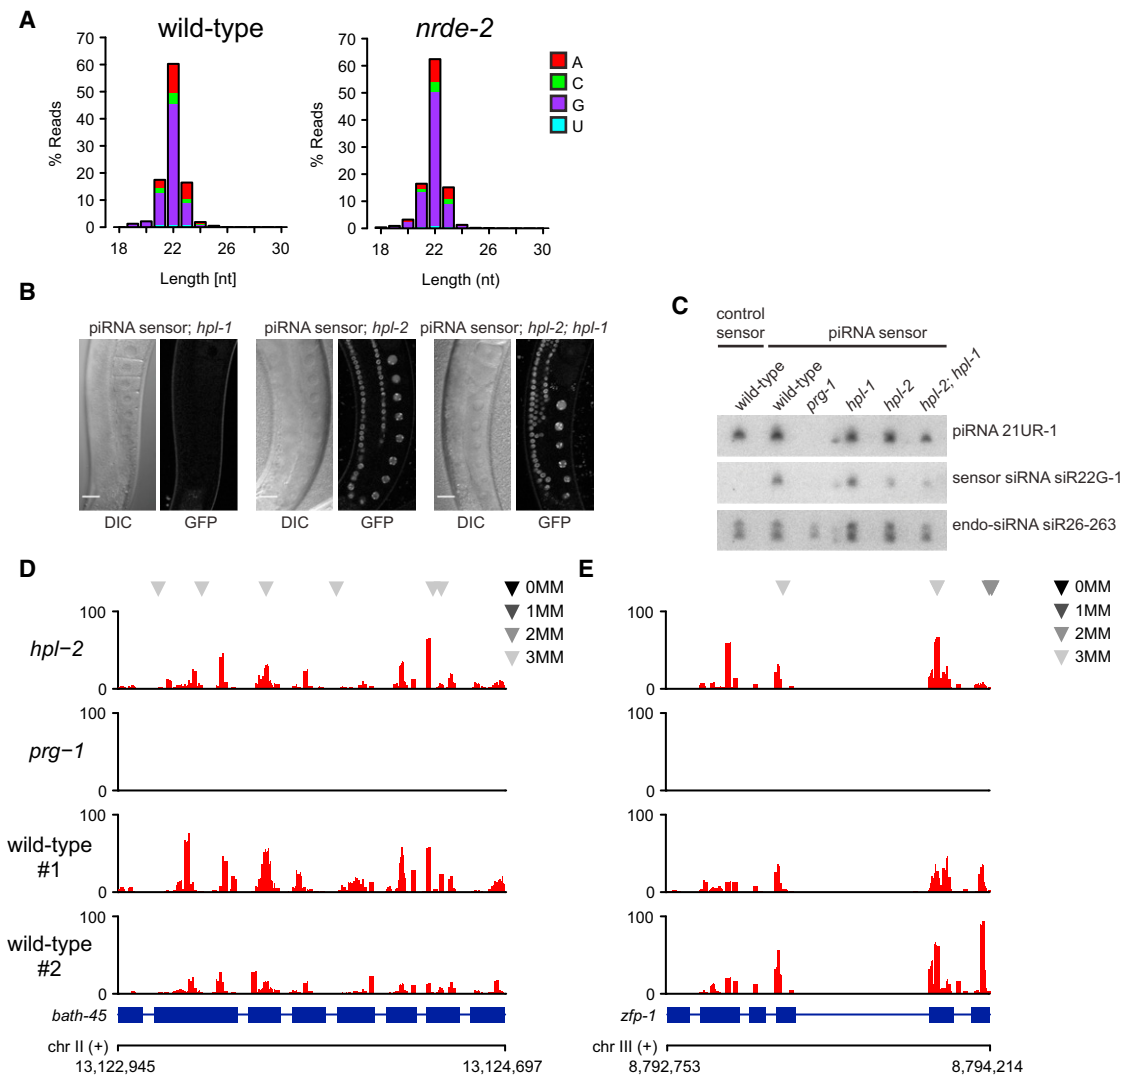

**Figure 3. The Germline Nuclear RNAi/Chromatin Pathway Acts Downstream of Small RNA Production and Stability**

(A) Size distribution of small RNA reads with unique perfect match in the transgene construct and no perfect match in the reference genome are shown for wild-type and *nrde-2* F2 animals. For each size, the relative contribution of small RNAs with a particular 5' nucleotide is represented in colors as indicated. (B) The heterochromatin protein HPL-2 is required for piRNA sensor silencing. DIC and fluorescence microscopy of piRNA sensor germlines in indicated mutant genotypes. Scale bars, 20  $\mu$ m. (C) HPL-2 acts downstream of 22G-RNA biogenesis. Northern blot of total RNA from control sensor and indicated piRNA sensor strains. Probes were against piRNA 21UR-1, a piRNA sensor-specific 22G-RNA, and the Piwi-independent endo-siRNA siR26-263. For oligonucleotide sequences, see Bagijn et al., 2012. (D and E) Antisense 22G-RNA profiles are shown for selected elements. Profiles indicate number of reads per million. piRNA target sites are indicated above each profile as explained in the color key.

See also Figure S3.

et al., 2003). Thus, the nuclear RNAi/chromatin pathway can silence in *trans*. We postulate that this effect is mediated via secondary siRNAs. As exogenous and endogenous RNAi are systemic in *C. elegans* (Fire et al., 1998; Winston et al., 2002), we therefore wondered whether the germline nuclear RNAi/chromatin silencing pathway that we describe here could transcend the germline/soma boundary. We do not find this to be the case, as GFP expression in the *trans*-heterozygous animals (*dpy-30::his-58::gfp::tbb-2*/piRNA sensor) described above remains unaffected in the soma (Figure 4B). We made the

same observation using the Hrde-1 sensor and another somatic transgene in an analogous experiment (data not shown). We conclude that, though the nuclear RNAi/chromatin pathway that we describe here can be vertically transmitted, it does not trigger systemic RNAi. This is consistent with recent work demonstrating that secondary siRNAs are not systemically transmitted in the soma of *C. elegans* (Jose et al., 2011). We note that results based on multicopy transgenes that possibly involve dsRNA intermediates could be different from those reported here (Jose et al., 2011).

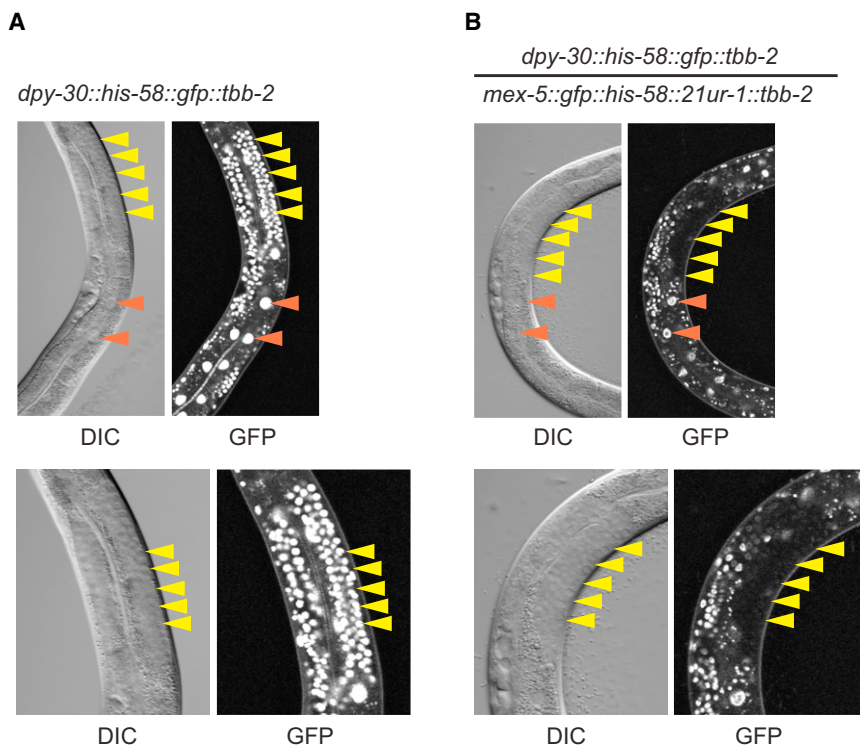

**Figure 4. The Germline Nuclear RNAi/Chromatin Pathway Acts in trans but Cannot Exit the Germline**

(A and B) *trans*-heterozygous animals were generated by crossing SX1866 hermaphrodites with piRNA sensor males. Strain SX1866 expressing H2B-GFP under control of the ubiquitous *dpy-30* promoter was generated by MosSCI into *ttT15606* on chromosome II (*mjSi1[dpy-30::his-58::gfp::tbb-2]*). DIC and fluorescence microscopy of animals from the parental line (A) or of *trans*-heterozygous animals from the cross (B). Note that the parental line expresses H2B-GFP from two copies in the genome and is therefore brighter. Yellow arrowheads indicate germ cell nuclei; red arrowheads indicate somatic (intestinal) cell nuclei.

### piRNAs Can Trigger Long-Term Multigenerational Gene Silencing

Our data demonstrate that environmentally induced multigenerational gene silencing and piRNA silencing converge on a common germline silencing pathway. Can a piRNA therefore trigger multigenerational gene silencing? To address this question, we carried out genetic crosses in which we removed PRG-1 and thereby piRNA function from the piRNA sensor strain (Das et al., 2008; Bagijn et al., 2012). In these circumstances, the piRNA trigger is removed but silencing might be maintained. In a cross of animals homozygous for the piRNA sensor (GFP silenced) with an animal homozygous for the piRNA sensor but in a *prg-1* mutant background (GFP expressed), we generated F1 animals homozygous for the piRNA sensor but heterozygous for the recessive mutation in *prg-1* (Figure S4). Such animals are GFP silenced for several generations, as expected. These heterozygous animals segregate progeny that are homozygous, heterozygous, or wild-type with respect to *prg-1*. We observed piRNA sensor reactivation in *prg-1* homozygous mutants or their immediate offspring. Because all piRNAs are eliminated in *prg-1* mutants (Batista et al., 2008; Das et al., 2008), these data suggested that a piRNA trigger may be required to maintain multigenerational silencing memory.

Next, we recreated a piRNA sensor strain that was mutant for *prg-1* by outcrossing the piRNA sensor and then performing several crosses using mutations that cause visible phenotypes to mark the positions of *prg-1* or the piRNA sensor transgene (see Experimental Procedures). Unexpectedly, 11 *prg-1*; piRNA sensor strains failed to reactivate the piRNA sensor ( $n = 8$  or 3 independent strains created per trial for 2 trials) (Figures 5A

and 5B). GFP expression of these *prg-1*; piRNA sensor strains failed to materialize even though many successive generations were scored, which were last analyzed at F16, F17 (three strains), F20, and F24 (six strains) generations. We also observed that silencing can become PRG-1 independent using a second piRNA sensor construct integrated on a different chromosome (the piRNA

mCherry sensor; Figure S5). We conclude that germline silencing can persist for many generations even in the absence of a piRNA trigger. It is of interest to note that all crosses that led to trigger-independent maintenance of silencing involved the piRNA sensor transgene being heterozygous for 3–5 generations due to outcrossing.

In contrast to multigenerational silencing of piRNA sensor transgenes in the absence of *prg-1*, mutation of *nrde-1* (*yp4* or *yp5*) or mutation of *nrde-2* (*gg95*) triggered reactivation of outcrossed piRNA sensors ( $n = 3$ , 2, and 3, respectively, independently isolated F3 or F4 strains scored) (Figure 5C). All *nrde-2* mutant lines expressed bright GFP from F3 onward. Of five piRNA sensor; *nrde-1* lines, three lines expressed weak GFP signal in all germ cells in the F3 generation, whereas germ cells of all animals scored in piRNA sensor; *nrde-1* lines were uniformly positive for a weak GFP signal by the F4 generation. We conclude that nuclear small RNA factors are required to maintain the silenced state over many generations, whereas the piRNA trigger that initiates silencing becomes dispensable if the silent locus is outcrossed multiple times.

A Tudor domain protein RSD-6 and a novel protein RSD-2 have previously been shown to be required for RNAi responses to environmental dsRNA triggers that target genes expressed in the germline and are proficient for RNAi to some somatic targets, possibly due to dose-dependent RNAi defects (Tijsterman et al., 2004; Merritt et al., 2008; Zhang et al., 2012). The strong germline RNAi defects of *rsd-6* or *rsd-2* suggested that they could function to promote systemic spreading of RNAi from soma to germline (Tijsterman et al., 2004). To determine where *rsd-6* functions to promote germline RNAi, single-copy

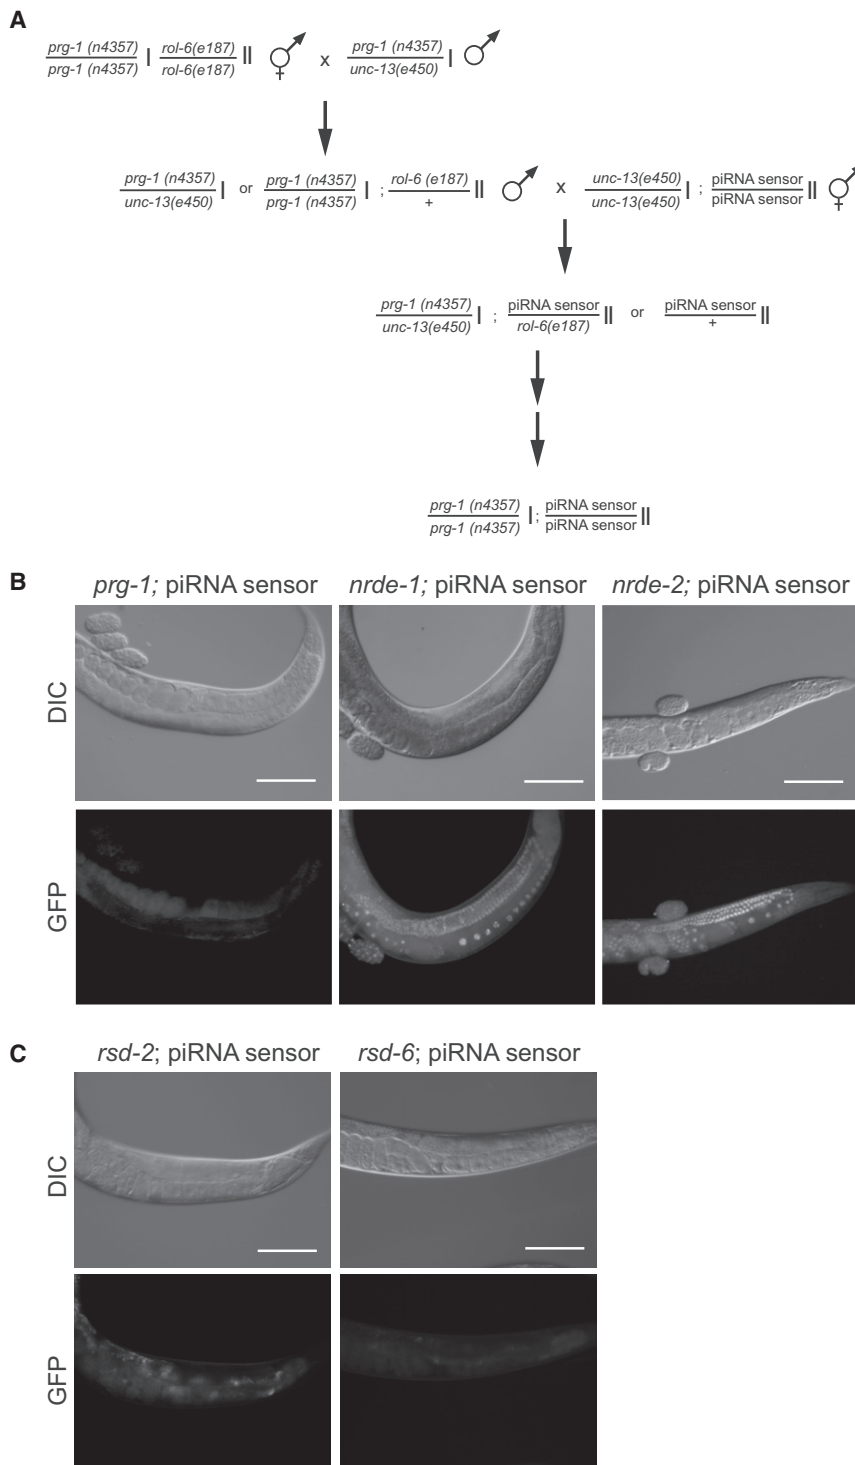

**Figure 5. piRNAs Can Induce Stable Multigenerational Inheritance that Does Not Require PRG-1 for Maintenance**

(A) Schematic showing generation of *prg-1*; piRNA sensor strain, which has lost the requirement for PRG-1 to maintain transgene silencing (for details of previous outcrosses, see [Experimental Procedures](#)). Analogous crosses were performed for nuclear RNAi factors, with *nrde-2* requiring further intermediate steps.

(B) Following a number of crosses in a *prg-1*-sufficient background, the piRNA reporter is desilenced in *nrde-1* and *nrde-2*, but not *prg-1*, mutant backgrounds. Differential interference contrast or GFP epifluorescence photos are shown. White bars correspond to 100  $\mu$ m.

(C) Outcrossed piRNA sensors fail to express GFP in *rsd-2* or *rsd-6* mutant backgrounds. Higher autofluorescence is observed for these strains, which were raised at 25°C, than for those in (B), which were raised at 20°C.

See also [Figures S4](#), [S5](#), and [S6](#).

cating that RSD-6 functions in a cell-autonomous manner within the germline. We created *rsd-6*; piRNA sensor and piRNA sensor; *rsd-2* strains using outcrossed sensor transgenes and observed that these strains were GFP negative when initially created and for many generations thereafter ([Figure 5C](#)). These results suggest that piRNA sensor silencing may not depend on systemic RNAi effects (possibly mediated by expression of dsRNA in somatic cells). They also suggest that the response to dsRNA generated in germ cells is unlikely to promote sensor silencing ([Tabara et al., 1999; 2002](#)).

## DISCUSSION

Here, we show that piRNA and environmental RNAi pathways converge on a common germline nuclear RNAi/chromatin pathway. This pathway can induce stable, multigenerational inheritance. Previous work found evidence for inheritance of small RNAs, chromatin, or both in related transgenerational inheritance paradigms ([Burton et al., 2011; Rechavi et al., 2011; Gu et al., 2012](#)). However, here we demonstrate that both small RNA and chromatin factors are essential

*rsd-6* transgenes driven by the germline-specific *pgl-3* promoter or by the ubiquitous promoter *dpy-30* were created ([Frøkjær-Jensen et al., 2008; Han et al., 2008](#)). Both transgenes rescued an *rsd-6* mutant for the response to dsRNAs targeting the germline-expressed genes *pop-1* or *par-6* ([Figure S6](#)), indi-

for multigenerational inheritance and do not act redundantly ([Table 1](#) and [Figures 2, 3, S3](#)). We also show that small RNA biogenesis occurs upstream of nuclear RNAi and chromatin factors ([Figures 3](#)). Recent work has proposed that somatic nuclear RNAi acts at the level of transcriptional elongation

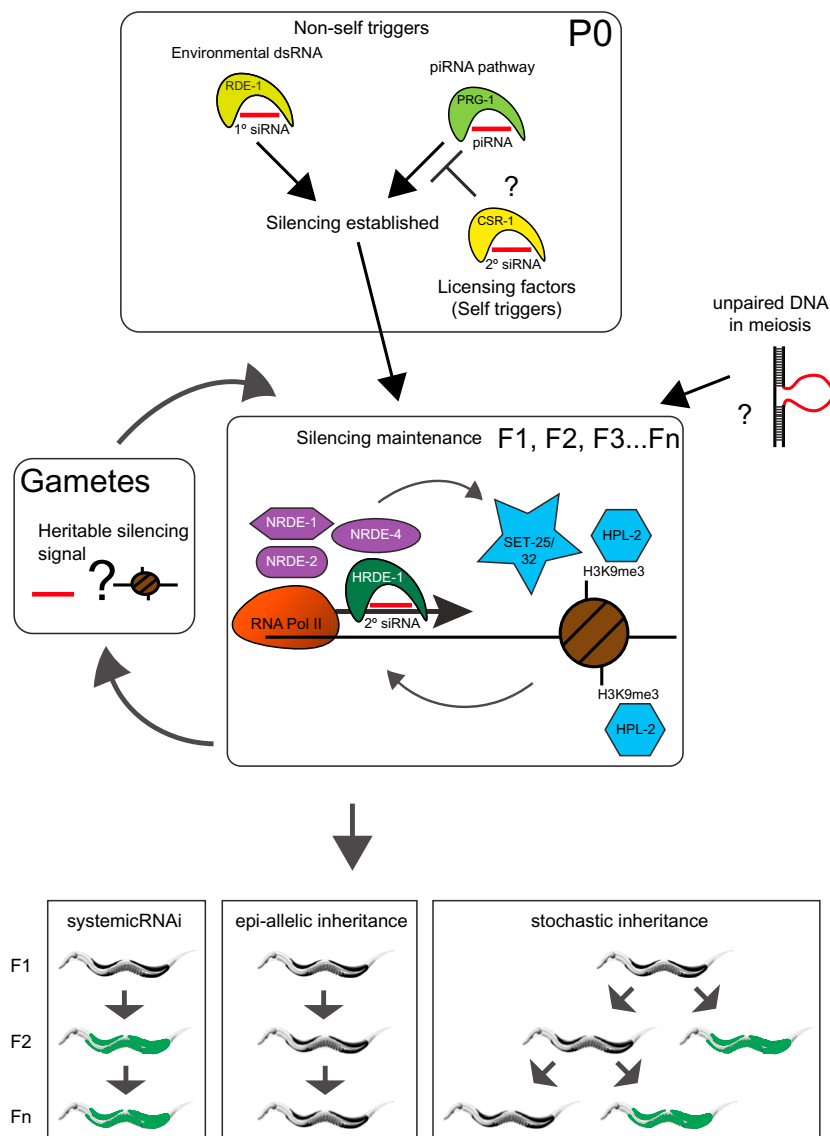

**Figure 6. A Model of Transgenerational Silencing in the Germline of *C. elegans***

Triggers such as environmental RNAi and endogenous piRNAs lead to the establishment of a nuclear RNAi/chromatin pathway. Maintenance of silencing requires nuclear RNAi factors, including the germline-specific nuclear Argonaute HRDE-1/WAGO-9 and chromatin proteins such as the HP1 ortholog HPL-2 and the putative histone methyltransferases SET-25 and SET-32. Silencing can be maintained into the F1 for multiple generations (F1–F5) or can become epi-allelic with multigenerational, nonstochastic inheritance. Silencing might be suppressed by a germline licensing pathway that recognizes bona fide germline transcripts (CSR-1 22G-RNA pathway) or might be enforced through the recognition of unpaired DNA during meiosis.

inheritance. These observations suggest that the chromatin states involved in multigenerational silencing might be complex and could include a hierarchy, which merits further investigation. We have summarized a model of our current understanding of this pathway in Figure 6.

### Multicopy versus Single-Copy Transgenes

Multicopy transgenes, intra- or extrachromosomal, are generally efficiently silenced in the germline of *C. elegans* (Kelly et al., 1997). This has been interpreted as an example of the RNAi machinery distinguishing self from nonself (Vastenhouw and Plasterk, 2004). In this model, repetitive DNA such as endogenous transposable elements or multicopy transgenes would give rise to dsRNA that is processed by Dicer to generate siRNA triggers to induce silencing. As the pathways silencing multicopy transgenes and transposable elements share common factors, this phenomenon is of

(Guang et al., 2010). These observations opened the possibility that chromatin changes observed in transgenerational inheritance paradigms (Gu et al., 2012) might simply be correlative without being functional in silencing. However, our data show that chromatin factors, such as HPL-2 and SET-25/32, are required (Table 1 and Figures 3 and S3). SET-25/32 are putative histone H3K9me3 methyltransferases. This histone modification, a hallmark of silenced chromatin, has been correlated with small RNA-mediated transgene silencing (Shirayama et al., 2012 [this issue of *Cell*]; Gu et al., 2012) and is enriched on the Hrde sensor reported here (data not shown). In addition, multigenerational silencing of transgenes is promoted by HPL-2 and SET domain proteins (Shirayama et al., 2012). Though this related study did not examine the requirement for SET-25 or SET-32, it did find that MES-4, a histone H3K36 methyltransferase that participates in silencing of the X chromosome (Bender et al., 2006; Reichtsteiner et al., 2010), is also required for multigenerational

biological interest. However, it has also been a major technical roadblock for researchers studying germ cell biology who rely on reproducible transgene expression in the germline. The advent of MosSCI technology to produce single-copy transgenes has the promise to overcome this problem (Frøkjær-Jensen et al., 2008, 2012). Interestingly, we and others observed that, in some cases, individual transgenes remain silenced even when present as single, intrachromosomal entities (N.J.L. and E.A.M., unpublished data) (Frøkjær-Jensen et al., 2008). Indeed, an accompanying paper reports a collection of MosSCI transgenes that remain silenced (Shirayama et al., 2012). Generating MosSCI transgenes in animals in which germline nuclear RNAi pathways are impaired, such as *mut-7*, or “curing” silenced transgenes by outcrossing first to germline RNAi mutants strains and then back to wild-type often results in loss of transgene silencing (N.J.L., A.S., and E.A.M., unpublished data). These results suggest that the original RNAi model of

multicopy transgene silencing needs to be revised. Indeed, there appears to be no requirement for dsRNA intermediates in the silencing phenomena reported here either, as factors required for dsRNA-induced RNAi in the germline such as RSD-2 and RSD-6 (Figure 5 and Table 1) or RDE-1 and RDE-4 (Shirayama et al., 2012) are dispensable for single-copy transgene silencing.

### Self versus Nonself

How does *C. elegans* detect single-copy transgenes and target them for silencing in the germline, or how does the animal distinguish self from nonself? The answer might lie in a combination of three factors: scanning germline gene expression by the piRNA pathway (nonself RNA recognition), licensing of germline transcripts (self RNA recognition), and unpaired genomic DNA in meiosis. Based on this and related work, we propose that the piRNA pathway can detect transgenes as sources of foreign RNA (nonself) and initiates targeted silencing of these transgenes (Bagijn et al., 2012; Lee et al., 2012 [this issue of Cell]). The piRNA pathway is perfectly suited for this task, as it provides a diverse and large set (~15,000) of small RNA triggers that are mismatch tolerant but do not depend on dsRNA generation (Ruby et al., 2006; Batista et al., 2008; Das et al., 2008; Wang and Reinke, 2008; Bagijn et al., 2012). Furthermore, endogenous germline transcripts are generally depleted in piRNA target sites (Bagijn et al., 2012). In addition, germline licensing pathways might act in the opposite manner to protect bona fide germline transcripts. A recent study reported such a phenomenon in mutants of the *fem-1* locus in *C. elegans* (Johnson and Spence, 2011). In this case, maternal transcripts were required to overcome silencing of an endogenous locus in a mutant background. Furthermore, the germline Argonaute CSR-1 associates with secondary siRNAs that map to many germline-expressed genes without inducing silencing (Claycomb et al., 2009). Interestingly, CSR-1-bound 22G RNAs appear to match abundantly to single-copy transgenes that evade silencing (Shirayama et al., 2012). Taken together, a balance of nonself recognition by the PRG-1/piRNA pathway and self recognition by licensing factors such as the CSR-1 pathway might determine the outcome of gene expression in the germline. This model helps to explain the apparent discrepancy between the facultative multigenerational inheritance that we observe here in our piRNA sensor and the obligatory multigenerational inheritance observed for a related piRNA sensor in a parallel study (Lee et al., 2012; Shirayama et al., 2012). Differences in the composition of the sensors, e.g., the inclusion of the coding region of the *his-58* gene in our sensor, might tip the PRG-1/CSR-1 pathway balance. However, this model fails to explain the ability of our piRNA sensor to be silenced or active depending on its multigenerational ancestry. In our crosses, the piRNA sensor became stably silenced when present in a heterozygous state for several generations (Figures 5 and S5). We propose that unpaired chromatin that has been subjected to silencing by a piRNA trigger can be subjected to an additional layer of silencing during meiosis that then makes the original piRNA trigger dispensable (Figure 6). Unpaired DNA silencing responses have been observed in *C. elegans* in the case of the unpaired X chromosome (Kelly et al., 2002; Bean et al.,

2004) and for a mutant *fem-1* locus (Johnson and Spence, 2011) and has also been found in other organisms (Hynes and Todd, 2003; Lee, 2005; Matzke and Birchler, 2005). Establishment of heritable silent chromosome domains that can be robustly maintained in the absence of the original piRNA trigger could be relevant to populations in which sources of piRNAs are polymorphic and may evolve rapidly in response to novel transposons or retroviruses.

### Related Phenomena in Other Phyla

The core molecular pathway described here is reminiscent of related (co-) transcriptional pathways both in yeasts and plants (Moazed, 2009). Many yeasts and all plants and nematodes share key factors, such as the RNA-dependent RNA polymerases involved in secondary siRNA generation. Though transgenerational phenomena have been reported in many animals, including humans (Hitchins et al., 2007), this class of polymerases and secondary siRNAs appears to be absent in *Drosophila* and vertebrates. However, it is interesting to note that *Drosophila* and vertebrates have a more complex piRNA system that includes an amplification loop termed “ping-pong,” which could function in a manner analogous to secondary siRNA pathways (Brennecke et al., 2007; Gunawardane et al., 2007). Despite differences in details of piRNA and secondary siRNA systems, common downstream silencing mechanisms may exist.

### One, Few, or Many Generations?

Transgenerational phenomena have been observed over one or multiple generations (Grishok et al., 2000; Vastenhouw et al., 2006; Alcazar et al., 2008; Burton et al., 2011; Rechavi et al., 2011; Gu et al., 2012). In some cases, inheritance is stochastic; in others, Mendelian. Here, we report that piRNAs can trigger silencing that lasts for more than 20 generations (Figures 5A, 5B, and S5). Although maintenance of this memory is observed in 100% of offspring, establishment of strong piRNA-independent memory is not obligatory (Figure S5) and only occurs if a silent locus is heterozygous for several generations. This is reminiscent of ubiquitous yet stochastic inactivation of repetitive germline transgenes in many organisms, including *C. elegans*. Our study of transgenes targeted by an endogenous piRNA may recapitulate the fate of transposons that are transmitted in rare horizontal transfer events, in which a single transposon insertion could be subjected to dual layers of silencing, as the locus would likely remain heterozygous for a number of generations before potentially becoming fixed. It will be of great interest to identify the factor(s) that determines these distinct states of silencing.

## EXPERIMENTAL PROCEDURES

### Genetics

*C. elegans* were grown under standard conditions at 20°C unless otherwise indicated. The food source used was *E. coli* strain HB101 (Caenorhabditis Genetics Center, University of Minnesota, Twin Cities, MN, USA). Bleaching followed by starvation-induced L1 arrest was used to generate synchronized cultures. The wild-type strain was var. Bristol N2 (Brenner, 1974). All strains used are listed in Table S1. For details about genetic crosses, see Supplemental Information.

### Transgenics

To generate transgenic animals, germline transformation was performed as described (Mello and Fire, 1995). Injection mixes contained 2–20 ng/μl of MosSCI plasmid and 5–10 ng/μl of marker plasmid DNA (see Supplemental Information for details). Single-copy transgenes were generated by transposase-mediated integration (MosSCI), as described (Frøkjær-Jensen et al., 2008, 2012).

### COPAS Biosort Analysis

A COPAS Biosort instrument (Union Biometrica, Holliston, MA, USA) was used to simultaneously measure length (time of flight), absorbance (extinction), and fluorescence. Data handling and analysis were performed using FlowJo (Tree Star, Inc.) and R.

### ACCESSION NUMBERS

The sequence data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, <http://www.ncbi.nlm.nih.gov/geo>, with accession numbers GSE37433 and GSE38813.

### SUPPLEMENTAL INFORMATION

Supplemental Information includes Extended Experimental Procedures, five figures, and one table and can be found with this article online at <http://dx.doi.org/10.1016/j.cell.2012.06.018>.

### ACKNOWLEDGMENTS

We thank Sylviane Moss for excellent laboratory management and help with genetic crosses and high-throughput sequencing. We thank Craig Mello and Scott Kennedy for sharing unpublished information. We thank Andrew Bannister and Anne Ferguson-Smith for helpful comments on the manuscript. This work was supported by Cancer Research UK, the Wellcome Trust, and an ERC Starting Grant to E.A.M. and by NIH grant GM083048 to S.A.

Received: June 11, 2012

Revised: June 18, 2012

Accepted: June 18, 2012

Published online: June 25, 2012

### REFERENCES

- Alcazar, R.M., Lin, R., and Fire, A.Z. (2008). Transmission dynamics of heritable silencing induced by double-stranded RNA in *Caenorhabditis elegans*. *Genetics* 180, 1275–1288.
- Alder, M.N., Dames, S., Gaudet, J., and Mango, S.E. (2003). Gene silencing in *Caenorhabditis elegans* by transitive RNA interference. *RNA* 9, 25–32.
- Bagijn, M.P., Goldstein, L.D., Sapetschnig, A., Weick, E.M., Bouasker, S., Lehrbach, N.J., Simard, M.J., and Miska, E.A. (2012). Function, targets, and evolution of *Caenorhabditis elegans* piRNAs. *Science*. Published online June 14, 2012. <http://dx.doi.org/10.1126/science.1220952>.
- Bateson, W. (1919). Dr. Kammerer's Testimony to the Inheritance of Acquired Characters. *Nature* 103, 344–345.
- Batista, P.J., Ruby, J.G., Claycomb, J.M., Chiang, R., Fahlgren, N., Kasschau, K.D., Chaves, D.A., Gu, W., Vasale, J.J., Duan, S., et al. (2008). PRG-1 and 21U-RNAs interact to form the piRNA complex required for fertility in *C. elegans*. *Mol. Cell* 31, 67–78.
- Bean, C.J., Schaner, C.E., and Kelly, W.G. (2004). Meiotic pairing and imprinted X chromatin assembly in *Caenorhabditis elegans*. *Nat. Genet.* 36, 100–105.
- Bender, L.B., Suh, J., Carroll, C.R., Fong, Y., Fingerman, I.M., Briggs, S.D., Cao, R., Zhang, Y., Reinke, V., and Strome, S. (2006). MES-4: an autosome-associated histone methyltransferase that participates in silencing the X chromosomes in the *C. elegans* germ line. *Development* 133, 3907–3917.
- Brennecke, J., Aravin, A.A., Stark, A., Dus, M., Kellis, M., Sachidanandam, R., and Hannon, G.J. (2007). Discrete small RNA-generating loci as master regulators of transposon activity in *Drosophila*. *Cell* 128, 1089–1103.
- Brenner, S. (1974). The genetics of *Caenorhabditis elegans*. *Genetics* 77, 71–94.
- Burton, N.O., Burkhardt, K.B., and Kennedy, S. (2011). Nuclear RNAi maintains heritable gene silencing in *Caenorhabditis elegans*. *Proc. Natl. Acad. Sci. USA* 108, 19683–19688.
- Bühler, M., Verdel, A., and Moazed, D. (2006). Tethering RITS to a nascent transcript initiates RNAi- and heterochromatin-dependent gene silencing. *Cell* 125, 873–886.
- Carmell, M.A., Xuan, Z., Zhang, M.Q., and Hannon, G.J. (2002). The Argonaute family: tentacles that reach into RNAi, developmental control, stem cell maintenance, and tumorigenesis. *Genes Dev.* 16, 2733–2742.
- Chandler, V.L. (2010). Paramutation's properties and puzzles. *Science* 330, 628–629.
- Claycomb, J.M., Batista, P.J., Pang, K.M., Gu, W., Vasale, J.J., van Wolfswinkel, J.C., Chaves, D.A., Shirayama, M., Mitani, S., Ketting, R.F., et al. (2009). The Argonaute CSR-1 and its 22G-RNA cofactors are required for holocentric chromosome segregation. *Cell* 139, 123–134.
- Das, P.P., Bagijn, M.P., Goldstein, L.D., Woolford, J.R., Lehrbach, N.J., Sapetschnig, A., Buhecha, H.R., Gilchrist, M.J., Howe, K.L., Stark, R., et al. (2008). Piwi and piRNAs act upstream of an endogenous siRNA pathway to suppress Tc3 transposon mobility in the *Caenorhabditis elegans* germline. *Mol. Cell* 31, 79–90.
- Daxinger, L., and Whitelaw, E. (2012). Understanding transgenerational epigenetic inheritance via the gametes in mammals. *Nat. Rev. Genet.* 13, 153–162.
- Fire, A., Xu, S., Montgomery, M.K., Kostas, S.A., Driver, S.E., and Mello, C.C. (1998). Potent and specific genetic interference by double-stranded RNA in *Caenorhabditis elegans*. *Nature* 391, 806–811.
- Frøkjær-Jensen, C., Davis, M.W., Hopkins, C.E., Newman, B.J., Thummel, J.M., Olesen, S.-P., Grunnet, M., and Jorgensen, E.M. (2008). Single-copy insertion of transgenes in *Caenorhabditis elegans*. *Nat. Genet.* 40, 1375–1383.
- Frøkjær-Jensen, C., Davis, M.W., Ailion, M., and Jorgensen, E.M. (2012). Improved Mos1-mediated transgenesis in *C. elegans*. *Nat. Methods* 9, 117–118.
- Greer, E.L., Maures, T.J., Ucar, D., Hauswirth, A.G., Mancini, E., Lim, J.P., Benayoun, B.A., Shi, Y., and Brunet, A. (2011). Transgenerational epigenetic inheritance of longevity in *Caenorhabditis elegans*. *Nature* 479, 365–371.
- Grishok, A., Tabara, H., and Mello, C.C. (2000). Genetic requirements for inheritance of RNAi in *C. elegans*. *Science* 287, 2494–2497.
- Gu, W., Shirayama, M., Conte, D., Jr., Vasale, J., Batista, P.J., Claycomb, J.M., Moresco, J.J., Youngman, E.M., Keys, J., Stoltz, M.J., et al. (2009). Distinct argonaute-mediated 22G-RNA pathways direct genome surveillance in the *C. elegans* germline. *Mol. Cell* 36, 231–244.
- Gu, S.G., Pak, J., Guang, S., Maniar, J.M., Kennedy, S., and Fire, A. (2012). Amplification of siRNA in *Caenorhabditis elegans* generates a transgenerational sequence-targeted histone H3 lysine 9 methylation footprint. *Nat. Genet.* 44, 157–164.
- Guang, S., Bochner, A.F., Burkhardt, K.B., Burton, N., Pavelec, D.M., and Kennedy, S. (2010). Small regulatory RNAs inhibit RNA polymerase II during the elongation phase of transcription. *Nature* 465, 1097–1101.
- Gunawardane, L.S., Saito, K., Nishida, K.M., Miyoshi, K., Kawamura, Y., Nagami, T., Siomi, H., and Siomi, M.C. (2007). A slicer-mediated mechanism for repeat-associated siRNA 5' end formation in *Drosophila*. *Science* 315, 1587–1590.
- Haig, D. (2006). Weismann Rules! OK? Epigenetics and the Lamarckian temptation. *Biol. Philos.* 22, 415–428.
- Han, W., Sundaram, P., Kenjale, H., Grantham, J., and Timmons, L. (2008). The *Caenorhabditis elegans* *rsd-2* and *rsd-6* genes are required for chromosome functions during exposure to unfavorable environments. *Genetics* 178, 1875–1893.

- Hitchins, M.P., Wong, J.J.-L., Suthers, G., Suter, C.M., Martin, D.I.K., Hawkins, N.J., and Ward, R.L. (2007). Inheritance of a cancer-associated MLH1 germline epimutation. *N. Engl. J. Med.* 356, 697–705.
- Hynes, M.J., and Todd, R.B. (2003). Detection of unpaired DNA at meiosis results in RNA-mediated silencing. *Bioessays* 25, 99–103.
- Johnson, C.L., and Spence, A.M. (2011). Epigenetic licensing of germline gene expression by maternal RNA in *C. elegans*. *Science* 333, 1311–1314.
- Jose, A.M., Garcia, G.A., and Hunter, C.P. (2011). Two classes of silencing RNAs move between *Caenorhabditis elegans* tissues. *Nat. Struct. Mol. Biol.* 18, 1184–1188.
- Katz, D.J., Edwards, T.M., Reinke, V., and Kelly, W.G. (2009). A *C. elegans* LSD1 demethylase contributes to germline immortality by reprogramming epigenetic memory. *Cell* 137, 308–320.
- Kelly, W.G., Xu, S., Montgomery, M.K., and Fire, A. (1997). Distinct requirements for somatic and germline expression of a generally expressed *Caenorhabditis elegans* gene. *Genetics* 146, 227–238.
- Kelly, W.G., Schaner, C.E., Dernburg, A.F., Lee, M.-H., Kim, S.K., Villeneuve, A.M., and Reinke, V. (2002). X-chromosome silencing in the germline of *C. elegans*. *Development* 129, 479–492.
- Lee, J.T. (2005). Sex chromosome inactivation: the importance of pairing. *Curr. Biol.* 15, R249–R252.
- Lee, H.-C., Gu, W., Shirayama, M., Youngman, E., Conte, D., Jr., and Mello, C.C. (2012). *C. elegans* piRNAs mediate the genome-wide surveillance of germline transcripts. *Cell* 150, this issue, 78–87.
- Malone, C.D., and Hannon, G.J. (2009). Small RNAs as guardians of the genome. *Cell* 136, 656–668.
- Matzke, M.A., and Birchler, J.A. (2005). RNAi-mediated pathways in the nucleus. *Nat. Rev. Genet.* 6, 24–35.
- Mello, C., and Fire, A. (1995). DNA transformation. *Methods Cell Biol.* 48, 451–482.
- Merritt, C., Rasoloson, D., Ko, D., and Seydoux, G. (2008). 3' UTRs are the primary regulators of gene expression in the *C. elegans* germline. *Curr. Biol.* 18, 1476–1482.
- Moazed, D. (2009). Small RNAs in transcriptional gene silencing and genome defence. *Nature* 457, 413–420.
- Pak, J., and Fire, A. (2007). Distinct populations of primary and secondary effectors during RNAi in *C. elegans*. *Science* 315, 241–244.
- Rechavi, O., Minevich, G., and Hobert, O. (2011). Transgenerational inheritance of an acquired small RNA-based antiviral response in *C. elegans*. *Cell* 147, 1248–1256.
- Rechtsteiner, A., Ercan, S., Takasaki, T., Phippen, T.M., Egelhofer, T.A., Wang, W., Kimura, H., Lieb, J.D., and Strome, S. (2010). The histone H3K36 methyltransferase MES-4 acts epigenetically to transmit the memory of germline gene expression to progeny. *PLoS Genet.* 6, e1001091.
- Ruby, J.G., Jan, C., Player, C., Axtell, M.J., Lee, W., Nusbaum, C., Ge, H., and Bartel, D.P. (2006). Large-scale sequencing reveals 21U-RNAs and additional microRNAs and endogenous siRNAs in *C. elegans*. *Cell* 127, 1193–1207.
- Sijen, T., Steiner, F.A., Thijssen, K.L., and Plasterk, R.H.A. (2007). Secondary siRNAs result from unprimed RNA synthesis and form a distinct class. *Science* 315, 244–247.
- Shirayama, M., Seth, M., Lee, H.-C., Gu, W., Ishidate, T., Conte, D., Jr., and Mello, C.C. (2012). piRNAs initiate an epigenetic memory of nonself RNA in the *C. elegans* germline. *Cell* 150, this issue, 65–77.
- Stam, M., and Mittelsten Scheid, O. (2005). Paramutation: an encounter leaving a lasting impression. *Trends Plant Sci.* 10, 283–290.
- Suter, C.M., and Martin, D.I. (2010). Paramutation: the tip of an epigenetic iceberg? *Trends Genet.* 26, 9–14.
- Tabara, H., Sarkissian, M., Kelly, W.G., Fleenor, J., Grishok, A., Timmons, L., Fire, A., and Mello, C.C. (1999). The rde-1 gene, RNA interference, and transposon silencing in *C. elegans*. *Cell* 99, 123–132.
- Tabara, H., Yigit, E., Siomi, H., and Mello, C.C. (2002). The dsRNA binding protein RDE-4 interacts with RDE-1, DCR-1, and a DEXH-box helicase to direct RNAi in *C. elegans*. *Cell* 109, 861–871.
- Tijsterman, M., May, R.C., Simmer, F., Okihara, K.L., and Plasterk, R.H.A. (2004). Genes required for systemic RNA interference in *Caenorhabditis elegans*. *Curr. Biol.* 14, 111–116.
- Timmons, L., Court, D.L., and Fire, A. (2001). Ingestion of bacterially expressed dsRNAs can produce specific and potent genetic interference in *Caenorhabditis elegans*. *Gene* 263, 103–112.
- Varmuza, S. (2003). Epigenetics and the renaissance of heresy. *Genome* 46, 963–967, discussion 968–973.
- Vastenhouw, N.L., and Plasterk, R.H.A. (2004). RNAi protects the *Caenorhabditis elegans* germline against transposition. *Trends Genet.* 20, 314–319.
- Vastenhouw, N.L., Brunschwig, K., Okihara, K.L., Müller, F., Tijsterman, M., and Plasterk, R.H. (2006). Gene expression: long-term gene silencing by RNAi. *Nature* 442, 882.
- Wang, G., and Reinke, V. (2008). A *C. elegans* Piwi, PRG-1, regulates 21U-RNAs during spermatogenesis. *Curr. Biol.* 18, 861–867.
- Weismann, A. (1891). *Essays on heredity* (Oxford: Clarendon Press).
- Winston, W.M., Molodowitch, C., and Hunter, C.P. (2002). Systemic RNAi in *C. elegans* requires the putative transmembrane protein SID-1. *Science* 295, 2456–2459.
- Yigit, E., Batista, P.J., Bei, Y., Pang, K.M., Chen, C.-C.G., Tolia, N.H., Joshua-Tor, L., Mitani, S., Simard, M.J., and Mello, C.C. (2006). Analysis of the *C. elegans* Argonaute family reveals that distinct Argonautes act sequentially during RNAi. *Cell* 127, 747–757.
- Zhang, C., Montgomery, T.A., Fischer, S.E., Garcia, S.M., Riedel, C.G., Fahlgren, N., Sullivan, C.M., Carrington, J.C., and Ruvkun, G. (2012). The *Caenorhabditis elegans* RDE-10/RDE-11 complex regulates RNAi by promoting secondary siRNA amplification. *Curr. Biol.* 22, 881–890.

## EXTENDED EXPERIMENTAL PROCEDURES

## Genetic Crosses

**Testing *nrde*- or *prg-1*-Mediated Suppression of *mjls144***

Marker double mutants *rol-6*; *dpy-17* or *unc-13*; *rol-6* were first created to make *prg-1*; *mjls144* or *mjls144*, *nrde-2* or *mjls144*; *nrde-1* strains. To facilitate making strains with *mjls144*, the *unc-119(ed3)* mutation was first removed from SX1316 by crossing *rol-6 e187* / + males with single SX1316 hermaphrodites, selecting for F1 with Rol F2, singling many non-Rol siblings, selecting for F2 with Rol F3 but no Unc F3, and then selecting against *rol-6* to obtain *mjls144* homozygotes. *unc-13*; *mjls144* and *mjls144*; *dpy-17* strains were then created by crossing *rol-6*; *dpy-17* or *unc-13*; *rol-6* with N2 wild-type males, crossing F1 *rol-6*; *dpy-17* / +; + or *unc-13*; *rol-6* / +; + males with single *mjls144* hermaphrodites, selecting for F1 that segregated both marker mutations, and then selecting for F2 that lacked *rol-6* and then *unc-13* or *dpy-17* F3. Heterozygous *prg-1* / *unc-13* males stock were maintained by backcrossing heterozygous males with *unc-13* homozygotes. Heterozygous *nrde-1* / *dpy-17* males stock were maintained by backcrossing heterozygous males with *dpy-17* homozygotes. *prg-1*; *rol-6* strains were crossed with *prg-1* / *unc-13* males, and F1 males were crossed with *unc-13*; *mjls144* hermaphrodites, and F1 with both marker mutations were transferred for several generations to obtain strains that lacked Unc or Rol mutations, which were *prg-1*; *mjls144* strains. *rol-6*; *nrde-1* animals were crossed with *nrde-1* / *dpy-17* males, F1 males were crossed with *mjls144*; *dpy-17* hermaphrodites, and F1 with both marker mutations were transferred for several generations to obtain strains that lacked Rol or Dpy mutations, which were *mjls144*; *nrde-1*. *nrde-2* is tightly linked to the piRNA sensor (*mjls144*) on chromosome II, so *dpy-10*, piRNA sensor, *unc-4* strains were first created, and then F2 Dpy-non-Unc recombinants from *dpy-10*, *mjls144*, *unc-4* / +, +, *nrde-2* F1 were singled, allowed to self, and genotyped for the presence of the piRNA sensor. Three of 6 F2 Dpy-non-Unc recombinants possessed the piRNA sensor, and F4 progeny of F3 homozygotes for piRNA sensor, *nrde-2* displayed uniformly GFP. To construct piRNA sensor; *rsd-2* strains, *rsd-2*; *rol-6* and *unc-24*; *mjls144* strains were created using a *rol-6*; *unc-24* strain. *rol-6*; *rsd-2* hermaphrodites were then crossed with *rsd-2* males. Male offspring were crossed with *unc-24*; *mjls144* hermaphrodites. F1 from this cross were singled. F2 with an unaffected phenotype but with both *rol-6* and *unc-24* siblings were singled. F2 that segregated neither *unc-24*, nor *rol-6* offspring were selected, producing strains homozygous for both *rsd-2* the piRNA sensor. To construct *rsd-6*; piRNA sensor strains, *rsd-6*; *rol-6* and *dpy-5 unc-55*; *mjls144* strains were created using a *dpy-5 unc-55*; *rol-6* strain. *rsd-6*; *dpy-10 unc-4* hermaphrodites were then crossed with *rsd-6* males. Male offspring were selected and crossed with *dpy-5 unc-55*; *mjls144* hermaphrodites. F1 were singled and those which produced *dpy-5 unc-55* and *dpy-10 unc-4* F2 were selected. Unaffected F2 were singled from these plates. Finally, F2 which segregated neither *dpy-5 unc-55* nor *dpy-10 unc-4* were selected. Independent strains that were homozygous for both *rsd-6* and the piRNA sensor were tested for GFP fluorescence.

## Genotyping

**SNP Mapping**

SNP mapping of mutations was performed as described previously (Bruinsma et al., 2008). Primer sequences are available on request.

**Other Genotyping**

In order to verify that the *prg-1*; *mjls144* strains had both the *prg-1* *n4357* allele and the *mjls144* transgene, DNA was extracted from a recently starved plate of each *prg-1*; *mjls144* strain. PCR was performed using Bam-GFP-FW and Bam-GFP 2 Stop-RV primers to confirm the presence of the transgene. DNA from wild-type worms and *mjls144* worms were used as controls. The PCR products revealed an approximately 800 bp band indicating the presence of the GFP DNA sequence in the *mjls114* control as well as all in eight *prg-1*; *mjls144* strains, but not in the wild-type control. PCR using *n4357* FW and *n4357* RV primers was used to verify the presence of the *prg-1* *n4357* allele. DNA from wild-type worms and *prg-1* *n4357* worms were used as controls. The PCR products revealed a long band non mutant band for wild-type but only a shorter band for the *n4357* deletion control as well as for all eight *prg-1*; *mjls144* strains, confirming that the *prg-1*; *mjls144* *n4357* strains were homozygous for *n4357*.

## Transgenics

***rsd-6* Rescue Transgenes**

How the deposited data were processed for this re-analysis (not part of the article)

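Small RNAs of 7 libraries were analysed, with 1 library per condition: control RNAi in P0, GFP RNAi in P0 and F4 animals with the Hrde sensor (L4), wild-type and nrde-2 F2 animals with the Hrde sensor (adults), and wild-type N2 and hpl-2 animals (young adults). The P0, F4, N2 and hpl-2 libraries were made by poly-A tailing and the wild-type and nrde-2 F2 libraries by adapter ligation, so values were compared within an experiment, except where a text says otherwise.

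The authors deposited, for each library, a list of unique sequences with their read counts and perfect matches. They had removed barcodes, adapters or 3′ As, kept inserts of 18 to 30 nt, pooled reads of the same sequence, and matched them with bowtie, whose version the paper's text does not name, to ce6 and, for the sensor animals, to the transgene. The counts are raw and not normalized. Every line of the deposited lists was checked for a sequence as long as its interval, and the number of matches given for each sequence was checked against its lines; 0 lines failed.

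The libraries held 7286815 (control RNAi), 11590043 (GFP RNAi, P0), 6099389 (F4), 1721472 (wild-type F2), 5599816 (nrde-2 F2), 10573633 (N2) and 4726037 (hpl-2) matched reads. A count of 0 allows up to 3 reads, which is 1.74 RPM in the wild-type F2 library and 0.259 in the P0 library under GFP RNAi. Reads for every 1000000 matched reads (RPM) were computed here from these totals. Where distinct sequences took the place of reads in a ratio or across windows, they were taken relative to all distinct matched sequences of the library. Those expected at equal depth were compared as counts. Sensor reads were those with a single match, on the transgene. Parts of the sensor were located from the reads themselves, which cover 4641 bases of it, by the peptides that begin and end GFP and by a primer of the paper's supplement that spans an intron. Intervals are exact Poisson, Clopper-Pearson or exact conditional binomial intervals at 95%. The interval of a median across windows is the binomial interval of its order statistics. It treats windows as independent, which neighbouring windows need not be, and does not cover the spread between libraries. No test between conditions was made, and no p-value is given, because no condition had a replicate among the libraries analysed.

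The intervals of bath-45 and zfp-1 were those of the paper's figures. A comparison across genes had been planned. No annotation of ce6 was used here, so fixed windows of 1000 bases and 1 strand took the place of genes, with reads of 22 nt starting with G and a single genome match placed by their 5′ end, and with mitochondrial reads left out; this choice was made after the files had been seen. Windows needed at least 10 RPM in either library, and log2 ratios used a pseudocount of 1 RPM. The windows named in the text are among the 5 with the largest and the 5 with the smallest ratio that had at least 25 RPM in a library, beside the sensor, bath-45 and zfp-1. To find windows in which 1 library stood apart from the 6 others, a window counted as higher when it had at least 25 RPM and was 4-fold above the highest of the others, and as lower when all others had at least 10 RPM and it was 4-fold below the lowest, after adding 1 RPM.

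Counting error across windows was simulated with 100 draws. The computation of the window statistics was checked on Poisson counts, with changes made only in windows whose pooled rate reached the minimums. With 200 windows changed 8-fold, 100% were recovered at the 4-fold limit among 1354 windows of the hpl-2 comparison and 4897 of the nrde-2 comparison. In these, 0 unchanged windows lay past it. With 200 windows changed 16-fold in 1 of the libraries, 100% were recovered among 77784. The simulated counts had no spread between libraries beyond counting error, so this does not give the error rate in the real data.

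Alternatives set before the data were examined were other denominators (matched reads that are not 22 nt starting with G; reads of 21 nt starting with U on chromosome IV), distinct sequences in place of reads, sensor reads kept also when they match the genome, sequences with at least 2 reads, reads whose next template base is not A, wider classes of reads (21 to 23 nt starting with G; all of 18 to 30 nt), reads with a single match, and, across windows, pseudocounts of 0.1 and 10 and minimums of 1 and 25 RPM. Windows of 500 and 5000 bases, reads with several genome matches kept, log2 ratios across windows centred on their median, the same windows scaled to reads of 21 nt starting with U on chromosome IV, distinct sequences expected at equal depth, and every alternative for the ratios of bath-45 and zfp-1 in nrde-2 were added after the data had been seen. The deposited list of aligned reads per library was used only to check the totals. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.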

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

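All tests of explanations in this part were chosen after the results had been seen, and all comparisons across windows rest on windows chosen in place of genes after the files had been seen.

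In 396 windows of 1000 bases and 1 strand, at loci the paper does not discuss, 22G-RNAs were at least 4-fold higher in hpl-2 than in wild-type N2. The largest ratio, on chromosome III from 10953001 to 10954000 on the plus strand, came from 348 reads in hpl-2 and 5 in wild-type. Counting error does not account for these windows: in 100 draws from the pooled rate of each window, the most found in any draw was 0. Scaling to RPM does not account for them as a whole: with the log2 ratios centred on their median, 303 windows were still at least 4-fold higher, and scaling the same windows to reads of 21 nt starting with U on chromosome IV gave 545. A few amplified sequences stay open: without the 3 most abundant sequences of each window in hpl-2, 157 of the 396 windows were still 4-fold higher. At equal depth 393 of the 396 held more distinct sequences in hpl-2, with medians of 22.0 against 4.80, and 202 held at least 4-fold more. This goes against a few amplified sequences, but it is measured on windows chosen for their higher reads in hpl-2. The spread between single libraries stays open too and could not be told apart from the genotype here, because no condition had a replicate among the libraries analysed. The further wild-type library of this experiment was not analysed here. The P0 libraries under control and GFP RNAi had 0 windows with a 4-fold difference, and F4 against control RNAi had 27 higher and 87 lower, but those libraries differ in other ways. A difference in the stage of the cultures was not tested. A biological effect of hpl-2 on these windows remains an open hypothesis.

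The wild-type F2 library of the nrde-2 experiment stood at least 4-fold above all 6 other libraries in 160 windows and at least 4-fold below all of them in 51. The corresponding numbers were 41 and 0 for nrde-2, 15 and 13 for hpl-2, 5 and 4 for N2, 2 and 4 for F4, and 0 and 0 for each P0 library. On chromosome I from 8134001 to 8135000 on the minus strand it had 350 RPM and the others at most 3.12. The windows above the others held 4.21% of the 22G-RNA reads counted in windows in this library. Counting error at its depth does not account for them: when the library was redrawn 100 times from the rates of the nrde-2 library, at most 0 windows stood above the others. The library protocol alone does not account for them, since the nrde-2 library was made with it too: over all windows compared between these libraries, 425 were at least 4-fold lower in nrde-2, against at most 0 in any of 100 draws of counting error. The protocol stays open for other windows: of 796 in which wild-type F2 stood at least 4-fold above the 5 libraries of the other protocol, nrde-2 did so as well in 492, and 6 of these are among the 160. A difference in how the protocol worked in each library was not tested. A few amplified sequences stay open as well: without the 3 most abundant sequences of each window in this library, 36 of the 160 windows still stood above the others, although a median of 22 distinct sequences per window was found in it and 9 in the deeper nrde-2 library. An exchange of the labels of these libraries cannot be told apart from a real difference between them. Over 2413 windows, the library labelled nrde-2 had a Spearman rho of 0.520 with F4 and the library labelled wild-type 0.282, but no second nrde-2 library was analysed here to decide. A mixed or otherwise mislabelled sample was not tested, and neither was any biological explanation.

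Between these libraries, 451 windows were at least 4-fold higher in nrde-2 than in wild-type F2 and 425 at least 4-fold lower, against at most 3 higher and 0 lower windows in any of 100 draws of counting error alone. In 93.4% of the lower windows (95% interval 90.6% to 95.6%), the nrde-2 library was the nearer of the pair to the median of the other 5 libraries, and among the higher windows in 53.2% (48.5% to 57.9%). These shares do not decide whether a departure of the wild-type F2 library from the rest is the source of the differences, since the share expected without one is not known. Reads of 22 nt starting with G were 36.4% and 36.0% of the matched reads in wild-type F2 and nrde-2 and 10.9% to 17.8% in the other 5, which differ from both in protocol and stage. Such a shift by itself would place the lower library of the pair nearer to the others, as in the lower windows but not in the higher ones. A departure of either library and loss of NRDE-2 cannot be told apart without a replicate.

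In F4, antisense 22G-RNAs on the sensor were also found beside the GFP coding sequence. There were 259 such reads in the 100 nt flanks, or 42.5 RPM (95% interval 37.4 to 48.0), against 7.69 RPM (5.81 to 9.98) under control RNAi and 1.29 (0.724 to 2.13) in P0 under GFP RNAi. The paper describes sequence shared with the feeding vectors there. RNA carried over from the vector does not account for these reads: 67.0% of the flank reads under control RNAi and 22.1% in P0 under GFP RNAi were sense, whereas F4 had 546 antisense reads and 0 sense reads there, which allows at most 0.549% sense. 22G-RNAs first triggered by vector sequence in the flanks stay open, since P0 under GFP RNAi had 232 antisense reads in the flanks and no later generation after control RNAi was analysed here. No other technical explanation was tested, and no biological explanation was tested. The flanks held 20.6% of the antisense sensor reads in F4. They held 20.9% in wild-type F2 and 25.9% in nrde-2, which differ from F4 in stage and protocol.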

How the results depend on the processing

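Distinct sequences expected at equal depth, windows of 500 or 5000 bases, reads with several genome matches kept, window ratios centred on their median or scaled to reads of 21 nt starting with U on chromosome IV, and all alternatives for bath-45 and zfp-1 in nrde-2 were chosen after the results had been seen; the other alternatives were set before the data were examined. No paired analysis was possible because each condition had 1 library. Of 318 values under alternatives, 112 stayed within the counting interval or, for counts of windows, within 1.5 times, and 4 reversed a direction. Some alternatives change the unit or the class of reads, so that their values had to move. The tally therefore does not measure how far the results depend on the processing. The cause of a change was not tested unless the alternative's construction shows it.

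Scaling to reads of 21 nt starting with U on chromosome IV moved these ratios among others: F4 to P0 on the sensor, 0.544 for all antisense reads and 8.62 for 22G-RNAs; hpl-2 to wild-type, 2.04 at bath-45 and, reversed, 1.08 at zfp-1. The nrde-2 to wild-type ratio on the sensor stayed in its interval under this scaling.

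Distinct sequences, relative to all distinct matched sequences of the library, reversed 3 ratios. These were nrde-2 to wild-type on the sensor (0.727) and at bath-45 (0.759), and hpl-2 to wild-type at zfp-1 (1.22). In these comparisons the libraries differ in depth, on which a count of distinct sequences depends. At equal depth the expected distinct sequences gave, for nrde-2, 1.17 on the sensor and 1.26 at bath-45. For hpl-2 they gave 1.06 at bath-45 and 0.981 at zfp-1. For F4 against P0 they gave 0.178 for all antisense reads and 1.31 for 22G-RNAs. Without equal depth, the F4 to P0 ratio of 22G-RNAs was 1.93.

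With distinct sequences the sense share of sensor reads was 42.9% under control RNAi, 45.4% in P0 under GFP RNAi and 1.23% in F4. In P0 the share of 22 nt reads was 11.0% on the sense and 10.8% on the antisense strand, and that of reads starting with G 21.7% and 16.6%. In F4 these shares were 33.3% and 46.6%. The share of 22G-RNAs was 26.5% in wild-type F2 and 19.6% in nrde-2. Under control RNAi the flank before GFP held 88.6% of the sense and 75.1% of the antisense sequences and the flank after it 2.29% and 7.73%. Abundant sequences count once here, which lowers the shares that rest on them.

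Keeping sensor reads that also match the genome gave a sense share of 61.4% under control RNAi and 7.19% in F4, F4 to P0 ratios of 0.272 for all antisense reads and 3.30 for 22G-RNAs, shares of 13.8% (22 nt) and 13.3% (G first) among P0 antisense reads, 52.3% of 22 nt in F4, and 49.3% of 22G-RNAs in nrde-2. Sequences with at least 2 reads gave 58.5% starting with G among P0 sense reads, and 56.3% of 22 nt and 72.8% starting with G in F4.

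Reads whose next template base is not A, which trimming cannot have shortened, gave 14.5% (22 nt) and 68.2% (G first) for P0 sense reads, 12.4% and 13.3% for P0 antisense reads, and 63.9% and 76.1% in F4. By construction the higher 22 nt share in F4 leaves out reads that trimming may have shortened.

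With reads of 21 to 23 nt starting with G, the share in wild-type F2 was 65.2%, in nrde-2 71.0%, and the hpl-2 ratio at bath-45 1.32. With all antisense reads of 18 to 30 nt the nrde-2 ratio on the sensor was 1.93 and the hpl-2 ratio at zfp-1 0.837.

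Across windows, the median log2 ratio of hpl-2 to wild-type was 0.35 with a pseudocount of 10, 0.26 with a minimum of 25 RPM, 0.22 with all reads of 18 to 30 nt, 0.70 in windows of 5000 bases, 1.02 with scaling to reads of 21 nt starting with U on chromosome IV and 0.042 when reads with several matches were kept. The number of windows at least 4-fold higher in hpl-2, and lower, was 60 and 21 with a pseudocount of 10, 817 and 230 with a minimum of 1 RPM, 146 and 51 with a minimum of 25 RPM, 1134 and 697 with all reads of 18 to 30 nt, and 702 and 339 when reads with several matches were kept. Distinct sequences gave 221 lower windows, centring on the median 199, and scaling to reads of 21 nt starting with U on chromosome IV 67.

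The median for nrde-2 was 0.11 with a minimum of 1 RPM, -0.12 with one of 25 RPM, 0.039 with all reads, -0.26 with distinct sequences, -0.066 and 0.13 in windows of 500 and 5000 bases, 0.045 with scaling to reads of 21 nt starting with U on chromosome IV, and 0.090 when reads with several matches were kept. Windows 4-fold higher numbered 125 with a pseudocount of 10, 862 and 240 with minimums of 1 and 25 RPM, 762 with all reads and 1010 when reads with several matches were kept; windows 4-fold lower numbered 122 with a pseudocount of 10, 227 with a minimum of 25 RPM and 245 in windows of 5000 bases. The number of windows in which the wild-type F2 library stood below all others was 95 when reads with several matches were kept. No alternative changed which of higher and lower windows were more numerous in hpl-2.

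Among the other values, 120 moved, 48 stayed and 1, at bath-45 in nrde-2, reversed, and here too some had to move because the unit or class changed. Depth limits the wild-type F2 library most, with 354 22G-RNA reads on the sensor.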

Differences from the paper's values

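The tally of first nucleotides over both strands was added after the results had been seen. For the shares of 22 nt reads read from the paper's figures and for the most frequent length in F4, 0 of the 6 values differed by more than 1.5 times and by more than counting error from those computed here from reads. Shares with each sequence counted once are a measure unlike that of the figures, which show reads. By that measure the 22 nt share of antisense sequences was 33.3% in F4, against 52% in the figure. In nrde-2 it was 39.5%, against 62%.

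The paper describes the small RNAs found during GFP RNAi in P0 as having little preference for a first nucleotide. Here, over the 42773 reads of both strands, 35.3% started with G, 29.1% with A, 24.3% with U and 11.3% with C. The strands differed: G was first in 12.1% of the antisense reads and in 56.9% of the sense reads, so the excess of G lies in the sense reads. The antisense reads were uneven as well, with 37.2% starting with A. The antisense strand of the GFP sequence has 28.3% A and 18.3% G. With each sequence counted once, the share of sense reads starting with G was 21.7%. Keeping sequences with at least 2 reads gave 58.5%, and using reads whose next template base is not A gave 68.2%.

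The paper states that the small RNAs left in F4 are antisense alone, and 8 sense reads were counted here, 0.301% of the sensor reads. Keeping reads that also match the genome gave a sense share of 7.19%. The paper's measure leaves such reads out, and they cannot be assigned to the sensor. For P0 the paper gives a peak length of 21 to 22 nt. Antisense reads were 13.2% of 22 nt, 13.2% of 23 nt and 9.63% of 21 nt, while sense reads were 15.6% of 22 nt and 14.7% of 21 nt. The paper reports some reduction of 22G-RNAs without HPL-2. The ratio of hpl-2 to wild-type was 0.747 at zfp-1, which some alternatives reversed, but 1.41 at bath-45. Only 1 of the wild-type libraries of this experiment was used here, so the reference may differ from the paper's. The paper also describes a possible reduction of a piRNA sensor 22G-RNA on its Northern blot, which was not examined here.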

Other observations

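The measure of paired sense and antisense reads was set before the data were examined, but its reading as a test of an explanation, and the other tests in this part, were chosen after the results had been seen.

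The high share of P0 sense reads that start with G, 56.9%, was weighed against the uneven abundance of single sequences. The most abundant 5′ end alone does not account for it, since 41.3% of the reads started with G without it, against 18.9% G in the GFP sequence. With each sequence counted once the share was 21.7%, which is consistent with a few abundant sequences as its source. No biological explanation was tested.

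If the P0 small RNAs were cut from long double-stranded RNA and both strands of a cut were kept, pairs of 22 nt sense and antisense reads should be frequent at the offset that leaves 3′ overhangs of 2 nt. That offset held 2.63% of the pairs in P0 under GFP RNAi, the other offsets 2.50% on average, with values from 1.07% to 12.0%, and it ranked 11 of 40. The highest value was at the offset that leaves overhangs of 3 nt. With each sequence counted once, the 2 nt offset ranked 3 of 40, at 2.70% against 2.16% to 2.73% at the others. Whether Dicer made these reads cannot be told apart by this test, because no set of reads known to be Dicer duplexes was used to show that such a peak would survive the library protocol.

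The 5′ ends of sensor 22G-RNAs had a Spearman rho across positions of 0.620 between P0 under GFP RNAi and F4, and of 0.606 between wild-type F2 and nrde-2, but of 0.117 between F4 and wild-type F2. At bath-45, whose 22G-RNAs do not come from the transgene, the rho between F4 and wild-type F2 was 0.350, against 0.787 between F4 and N2, which share the library protocol but not the stage. The low values between experiments are consistent with the library protocols as their source. Positions are not independent replicates.

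Antisense reads on the sensor were rare in the introns of GFP whose place was found. In F4, 8 antisense reads lay in the 102 nt of introns and 1280 in 396 nt of exons. In nrde-2 the numbers were 2 and 1660, and in wild-type F2 0 and 369. In P0 under GFP RNAi they were 0 and 12524.

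At bath-45, 22G-RNAs were 1.87 times as frequent in nrde-2 as in wild-type F2 (95% interval 1.76 to 2.00), and at zfp-1 0.563 times (0.517 to 0.613). The paper does not report these loci in nrde-2. They lay at percentiles 79.4 and 18.6 of the windows. The windows in which the wild-type F2 library stands apart, described above, bear on the reading of these ratios as well.

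Sense reads on the sensor under control RNAi were longer than those under GFP RNAi: 76.0% were 23 to 27 nt, against 40.3% in P0 under GFP RNAi, and 5.90% started with G.

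Reads of 22 nt starting with G made up 17.8% of the matched reads under control RNAi, 15.9% in P0 under GFP RNAi and 16.9% in F4, and 36.4% in wild-type F2 and 36.0% in nrde-2. Reads of 21 nt starting with U on chromosome IV were 0.666%, 0.619% and 0.279% in the first 3, and 2.76% and 2.66% in the others.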
